# RLS-associated MEIS transcription factors control distinct processes in human neural stem cells

**DOI:** 10.1038/s41598-024-80266-9

**Published:** 2024-11-22

**Authors:** Volker Kittke, Chen Zhao, Daniel D. Lam, Philip Harrer, Wojciech Krezel, Barbara Schormair, Konrad Oexle, Juliane Winkelmann

**Keywords:** Developmental biology, Development of the nervous system, Genetics of the nervous system, Transcriptomics, CRISPR-Cas9 genome editing, Neural stem cells, Immunoprecipitation, Gene expression analysis, Movement disorders

## Abstract

*MEIS1* and *MEIS2* encode highly conserved homeodomain transcription factors crucial for developmental processes in a wide range of tissues, including the brain. They can execute redundant functions when co-expressed in the same cell types, but their roles during early stages of neural differentiation have not been systematically compared. By separate knockout and overexpression of *MEIS1* and *MEIS2* in human neural stem cells, we find they control specific sets of target genes, associated with distinct biological processes. Integration of DNA binding sites with differential transcriptomics implicates MEIS1 to co-regulate gene expression by interaction with transcription factors of the SOX and FOX families. *MEIS1* harbors the strongest risk factor for restless legs syndrome (RLS). Our data suggest that MEIS1 can directly regulate the RLS-associated genes *NTNG1*, *MDGA1* and *DACH1*, constituting new approaches to study the elusive pathomechanism or RLS.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-024-80266-9.

## Introduction

Restless legs syndrome (RLS) is one of the most common neurological disorders with a prevalence of 5–10% in the population of European ancestry^1^. Symptoms manifest as an urge to move the legs, primarily during the evening and night. Movement can temporarily relieve the symptoms. Severe RLS is found in 2–3% of the general population^2^, which require treatment, usually including dopaminergics, α_2_δ ligands or opioids, pointing towards an indirect involvement of the dopaminergic system^3^.

The etiology however is mostly unclear, with a multitude of genetic and environmental factors contributing to the disease. Despite RLS being most prevalent in the adult population, genome-wide association studies have implicated neurogenesis in the development of the disorder^4^. Pathway enrichment analyses of RLS-associated genes^5 ^indicated early embryonic neural development is a vulnerable phase in the generation of RLS disposition, while the specific affected cell types remain unresolved at present. Therefore, we conducted our study on a common representative of neurogenesis, that is, human neural stem cells (hNSC). hNSC can differentiate towards excitatory, inhibitory and glial lineages, and also partly mirror transcription factor occupancy during fetal brain development^6^. Our cell line is euploid and does not express HOX-genes, thus more closely mirrors conditions in forebrain, midbrain and cerebellum^7^, as compared to common neuroblastoma cell lines.

The strongest RLS association signal identified by GWAs is within a linkage disequilibrium (LD) block in intron 8 of *MEIS1*containing several highly conserved non-coding elements^4,5,8,9^. The function of *MEIS1* and these elements in neurodevelopment and disease remains to be clarified, particularly in relation to RLS. Direct interaction of the RLS-associated intronic region with the *MEIS1 *promoter has been demonstrated in different neural cell types^10^, and may explain reduced MEIS1 expression reported in brain tissue of RLS patients carrying the *MEIS1 *RLS risk variant^11,12^. *MEIS2*, a highly conserved paralog of *MEIS1*, is also located within a region associated with risk of RLS, although the association is disproportionately lower compared to the *MEIS1*^4^.

*MEIS1* and *MEIS2 *encode TALE homeodomain transcription factors (TF)^13^, sharing 85% protein sequence identity and bind the same DNA motifs^14^. Both MEIS1 and MEIS2 control various non-neural developmental processes^15–19^. In addition, both genes also regulate neural development in striatum, midbrain, cerebellum, retina and sympathetic neurons as well adult neurogenesis in the olfactory bulb^14,20–24^, and are also expressed in neural stem cells^25,26^. Functional redundancy, or at least partial compensation of the loss of either paralog, has been observed in limb, neural crest and eye development^14,17,18,27–29^, and in pathological conditions including various tumors^30–33^. Despite partly overlapping expression patterns in the developing forebrain^34^, the redundancy of *MEIS1* and *MEIS2* in the CNS has not been analyzed directly and remains poorly understood.

Using in vitro cultured human neural stem cells (hNSC), we aimed to elucidate the target genes and networks directly controlled by *MEIS1* and *MEIS2* during neural development, by ways of knockout and overexpression (OE) of these genes. For the first time, we directly compare the effect of *MEIS1* and *MEIS2* OE and KO on the transcriptome in a neurodevelopmental context. Furthermore, we investigated the MEIS1 gene-regulatory mechanisms using ChIP-seq to identify downstream factors involved in neurodevelopmental processes and thereby, potentially, also in the development of RLS.

## Results

### MEIS1 and MEIS2 do not affect each other’s expression

We started by manipulating the expression of *MEIS1* and *MEIS2 *either by CRISPR/Cas9-mediated knockout (KO) or overexpression (OE) via CRISPR-activation^35–37^ in cultured human neural stem cells (hNSC). KO and OE were performed separately for *MEIS1* and *MEIS2*, with non-targeting sgRNAs serving as controls (*n* = 6 per condition). Cells were transduced with lentiviral vectors encoding for sgRNAs and CRISPR/Cas9 or the CRISPR-activation machinery (Fig. 1a) and harvested 48 h after transduction, in order to detect direct effects of KO and OE and to identify direct target genes. We found no changes in cell density or morphology specific to any treatment condition (Supplementary Fig. S1). In parallel, RNA and protein were extracted from the same samples.

**Fig. 1:**
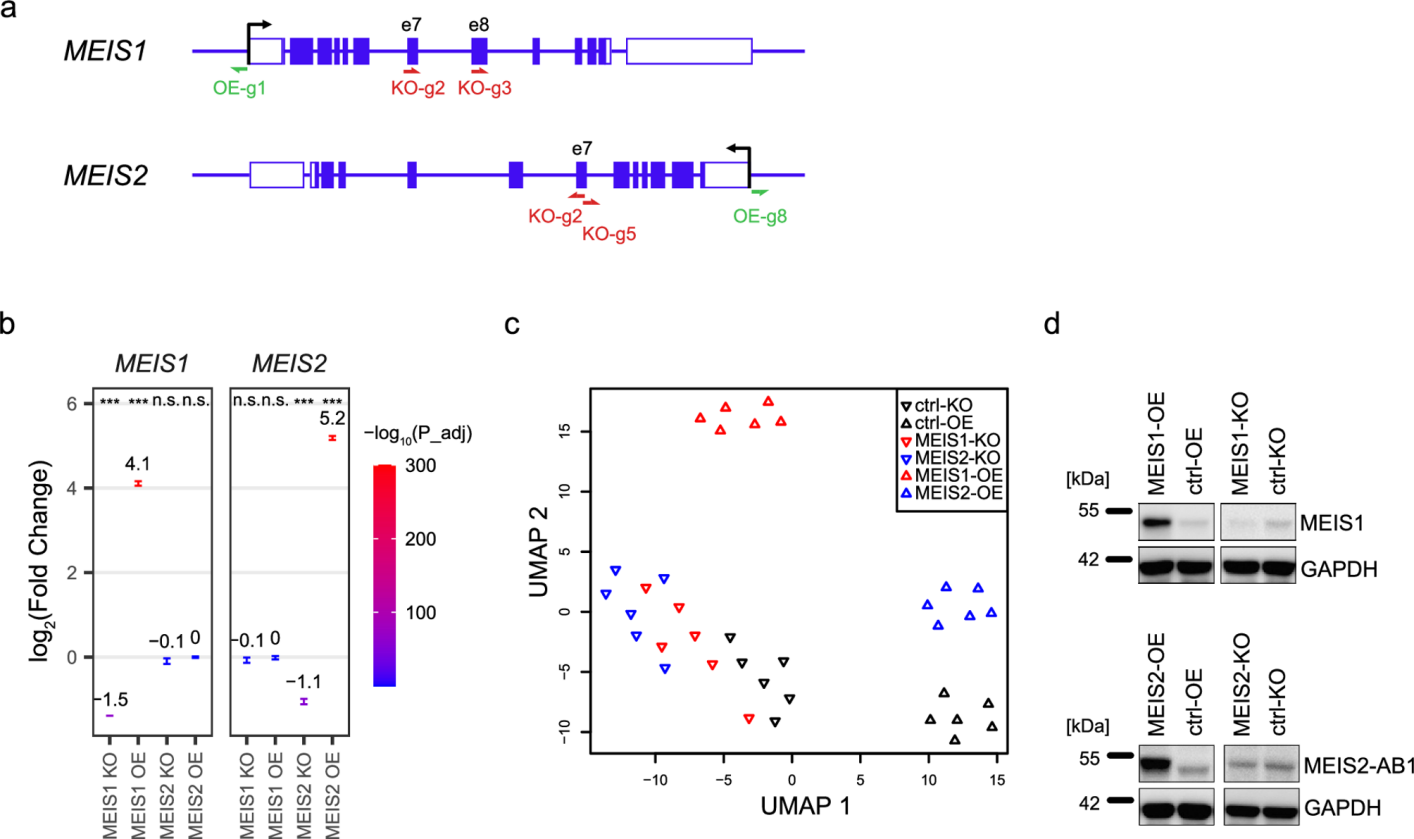
MEIS knockout and overexpression in hNSC. (**a**), Schematic representation of CRISPR guide positions at *MEIS1* and *MEIS2* gene loci. Exons correspond to isoform a of MEIS1 and MEIS2 proteins. **(b)**, effects of CRISPR-KO and CRISPR-activation on mRNA expression of *MEIS1* and *MEIS2*. log2(fold changes) are reported from pairwise differential gene expression by DESeq2, relative to controls. Numbers indicate mean log2(fold change), error bars represent mean ± s.e.m. *** adjusted P-value < 0.001. (**c)**, UMAP visualization of replicates highlights expression differences between treatment groups. (**d)**, representative western blots of hNSC protein lysates after CRISPR treatment compared to respective controls. Original blots are presented in Supplementary Fig. 7.

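RNA-seq data were collected from hNSC 48 h after transduction with lentiviral vectors, in 6 conditions with 6 libraries each. In MEIS1-OE and MEIS2-OE, CRISPR-activation raised 1 of the paralogs: a Cas9 that does not cut is brought to a promoter by a guide RNA together with activation domains. In MEIS1-KO and MEIS2-KO, Cas9 cut the coding sequence of the gene. The controls ctrl-OE and ctrl-KO received the respective system with non-targeting guide RNA. The authors prepared stranded libraries from poly-A RNA, sequenced 100 bases from both ends of each fragment, aligned the reads to hg19 (GRCh37) with STAR and counted them on genes with HTSeq. The resulting values are raw counts without normalization, listed by gene symbol. The paper's text does not name the gene annotation or the strand setting used for counting. Between 15429985 and 22940493 reads per library were counted on genes, with a median of 20324720 over the 36 libraries. In ctrl-OE the totals ranged from 20164616 to 22940493 with a median of 21025530, in MEIS1-OE from 18739110 to 21667053 with a median of 20322464, and in MEIS2-OE from 17872897 to 21586944 with a median of 19762514. In ctrl-KO they ranged from 17598743 to 21855364 with a median of 19415519, in MEIS1-KO from 17227052 to 20720102 with a median of 19957358, and in MEIS2-KO from 15429985 to 22880347 with a median of 20614866. The minimum depth in the paper's methods refers to sequenced reads per sample, whereas the values given here use the counts on genes. The 10 genes with the most counts took between 5.62% and 7.40% of a library. From the counts, the 19689 of 28516 genes with at least 10 counts summed over all libraries were tested. Library sizes were normalized by the TMM method of edgeR, and expression levels are given as counts scaled to these library sizes (CPM). One model with the 6 conditions was fitted to all libraries, and each comparison was tested with edgeR's quasi-likelihood F test (two-sided), adjusted over all tested genes by the Benjamini-Hochberg method. Genes were called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 0.58. The chi-square per degree of freedom between libraries of one condition was 2.63 to 36.0, where counting error alone would give a value close to unity, so errors are given as the SD between libraries.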

We measured gene expression by RNA-seq and initially performed pairwise differential gene expression analysis for each condition (MEIS1-OE, MEIS1-KO, MEIS2-OE, MEIS2-KO) against the respective control (ctrl-OE or ctrl-KO) using DEseq2^38^ (Supplementary Table S1). 

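MEIS1 lies on chromosome 2 of GRCh37 from 66660584 to 66801001 on the plus strand, and MEIS2 on chromosome 15 from 37181405 to 37393500 on the minus strand. MEIS1 mRNA was 17.8 ± 1.10 CPM (SD, n = 6) in ctrl-OE, with 378 to 445 counts per library, and 310.2 ± 14.3 CPM (SD, n = 6) in MEIS1-OE. This was a log2 fold change of 4.12 (standard error 0.07, adjusted p = 1.7e-33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ctrl-KO it was 25.7 ± 1.66 CPM (SD, n = 6) and in MEIS1-KO 8.96 ± 1.74 CPM (SD, n = 6), a log2 fold change of -1.52 (standard error 0.08, adjusted p = 4.0e-17 from the same edgeR test) or a reduction by 65.2%. MEIS2 mRNA was 22.6 ± 1.23 CPM (SD, n = 6) in ctrl-OE, with 481 to 575 counts per library, and 824 ± 20.0 CPM (SD, n = 6) in MEIS2-OE. Its log2 fold change was 5.19 (standard error 0.05, adjusted p = 6.8e-42 from edgeR). In ctrl-KO it was 25.8 ± 1.58 CPM (SD, n = 6) and in MEIS2-KO 12.1 ± 0.936 CPM (SD, n = 6), a log2 fold change of -1.10 (standard error 0.05, adjusted p = 2.3e-17 from edgeR) or a reduction by 53.2%. Each of the 4 differences exceeded the spread between libraries, with every library on one side of all its controls. Over all alternatives tried, the log2 fold change moved most for MEIS1 in MEIS1-KO, from -1.58 to -1.46.

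**Figure D1:**
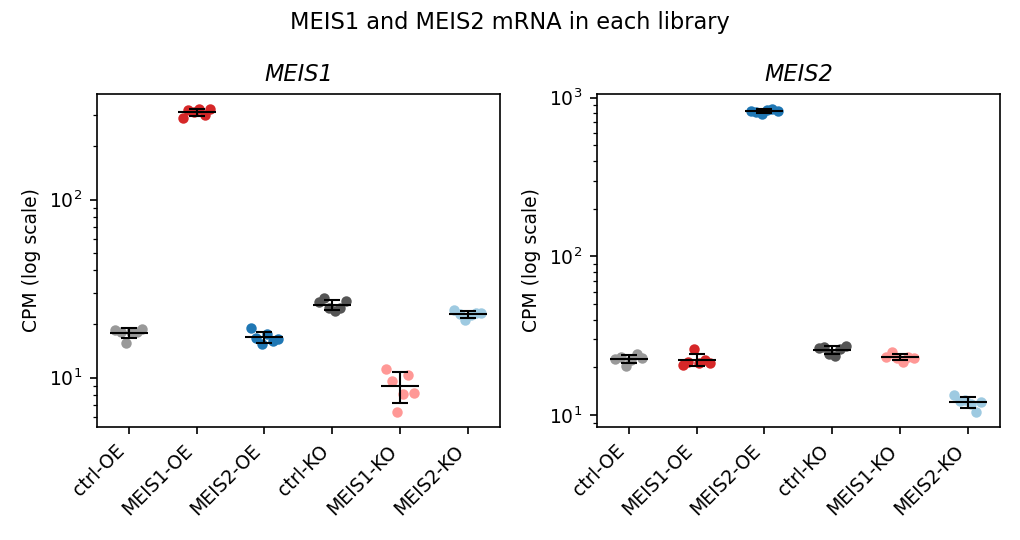
MEIS1 (left) and MEIS2 (right) mRNA in CPM on a log axis for each of the 6 conditions. Points are the 6 libraries of a condition, and the bar with its error is their mean ± SD.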

*MEIS1* and *MEIS2* overexpression resulted in strong increase of mRNA expression (log_2_(fold-change) of 4.2 and 5.2, respectively) while KO reduced mRNA expression by 65% and 53%, respectively. 

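MEIS1 mRNA was 16.9 ± 1.25 CPM (SD, n = 6) in MEIS2-OE, a log2 fold change of -0.08 (standard error 0.07, adjusted p = 0.954 from edgeR's quasi-likelihood test) relative to ctrl-OE. In MEIS2-KO it was 22.7 ± 1.03 CPM (SD, n = 6), a log2 fold change of -0.18 (standard error 0.07, adjusted p = 0.108 from edgeR) relative to ctrl-KO. MEIS2 mRNA was 22.2 ± 1.94 CPM (SD, n = 6) in MEIS1-OE, with a log2 fold change of -0.02 (standard error 0.05, adjusted p = 0.878 from edgeR). In MEIS1-KO it was 23.2 ± 1.05 CPM (SD, n = 6), with a log2 fold change of -0.15 (standard error 0.05, adjusted p = 0.146 from edgeR). Without adjustment for the number of genes, the p of this last difference was 0.0049, and that of MEIS1 in MEIS2-KO was 0.016. For both of these, 5 of 6 knockout libraries lay below all ctrl-KO libraries. The adjustment covers all tested genes, so a small decrease of the other paralog in the knockouts is not excluded. None of these 4 differences passed the threshold under any of the 14 alternatives, in which the smallest adjusted p was 0.063 for MEIS1 in MEIS2-KO.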

KO and OE were also specific to either *MEIS1* or *MEIS2*, without affecting the expression of the other paralog (Fig. 1b).

Similar expression changes were also detected on the protein level by western blotting, with MEIS1 strongly increased after OE, while a decrease after KO was difficult to detect due to the low base expression level (Fig. 1d & Supplementary Fig. S2). MEIS2-OE resulted in a strong increase of protein expression, with the band running slightly higher than the control bands (Fig. 1d & Supplementary Fig. S2). We suspected that this band corresponds to isoform MEIS2A (401 aa), while the band visible in control cells also incorporates MEIS1A (390aa), which cannot be distinguished due to the small size difference. We therefore tested the specificity of two anti-MEIS2 and the anti-MEIS1 antibody against overexpressed MEIS1, MEIS2 and MEIS1-GFP proteins. While anti-MEIS1 only reacted to MEIS1 and MEIS1-GFP, we observed strong reactivity to all proteins for both anti-MEIS2 antibodies (Supplementary Fig. S2), explaining the discrepancy of bands in MEIS2-OE. The effect of MEIS2-KO could therefore not be detected (Supplementary Fig. S2). Another antibody, specific to MEIS1A and MEIS2A isoforms, proved higher sensitivity, and thus was able to resolve two proteins (Supplementary Fig. S2).

Potential off-targets of the CRISPR/Cas9 sgRNA were determined using CRISPOR^39^, and considered for further evaluation at a CFD score > 0.1 and if located either in the exon or intron of a gene. 

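The off-target list of the paper (Supplementary Table S3) holds 82 genes with a site in an exon or intron at a cutting frequency determination (CFD) score above 0.1. Of these, 35 belong to the MEIS1 guides and 47 to the MEIS2 guides, and 65 were among the tested genes. Each was compared in the knockout of its guide's target with ctrl-KO. For the MEIS1 guides, 1 of 25 tested genes had an adjusted p under 0.05 over all tested genes, and 1 adjusted over the list alone. This was STK10, with a log2 fold change of 0.33 (standard error 0.08, adjusted p = 0.0248 from edgeR's quasi-likelihood test). For the MEIS2 guides, 10 of 40 tested genes passed over all tested genes and 12 adjusted over the list alone. They were CDK14, EXT1, GLIS3, GRIP1, KIAA1644, NR2F1-AS1, PLCH2, RAPGEF3, SLC4A4 and SLC4A8, of which 4 rose and 6 fell. The share of 25% compares with 10.0% of all tested genes in MEIS2-KO, and the 4% for MEIS1 with 1.46% in MEIS1-KO. An absolute log2 fold change above 0.58 was reached by KIAA1644, PLCH2, RAPGEF3 and SLC4A4. PLCH2 had at most 4 counts in any knockout or ctrl-KO library. Together 11 genes passed over all tested genes, and this count moved most without replicate 5 of every condition, to 5.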

Of the potential off-target genes, only *SMOC1*, *KIAA1644 and RAPGEF3* were differentially expressed when compared to ctrl-KO. All genes turned out to be affected by both *MEIS1* and *MEIS2* and therefore cannot be considered off-targets of a specific guide sequence (Supplementary Table S3).

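KIAA1644, annotated as SHISAL1 on chromosome 22 of GRCh37 from 44639545 to 44708831, had a log2 fold change of -0.76 (standard error 0.12, adjusted p = 7.4e-05 from edgeR's quasi-likelihood test) in MEIS2-KO and of -0.42 (standard error 0.12, adjusted p = 0.0658) in MEIS1-KO. In MEIS1-KO it passed with the replicate block (adjusted p = 0.0410), with only the groups compared (0.0361) and with both DESeq2 settings (0.0275). RAPGEF3, on chromosome 12 from 48128146 to 48164823, rose by 0.75 (standard error 0.10, adjusted p = 3.0e-06) in MEIS2-KO and by 0.59 (standard error 0.10, adjusted p = 5.3e-04) in MEIS1-KO on the log2 scale. It also rose by 0.70 (adjusted p = 2.9e-07) in MEIS1-OE. SMOC1, on chromosome 14 from 70320848 to 70499083, had a log2 fold change of -0.92 (standard error 0.29, adjusted p = 0.0378) in MEIS2-KO and of -0.72 (standard error 0.29, adjusted p = 0.281) in MEIS1-KO. The SMOC1 result in MEIS2-KO did not pass the threshold in the fits without replicate 1, 2, 4 or 5 (adjusted p = 0.0572, 0.0687, 0.143 and 0.118 from edgeR), nor with both DESeq2 settings (adjusted p = 0.0611), and SMOC1 passed in MEIS1-KO only in the fit of the groups compared (adjusted p = 0.0111). All 11 off-target genes called in the knockout of their own guide's target had the same sign in the other knockout, and 3 were also called there, but both knockouts were compared with the same ctrl-KO libraries. When these were divided between the knockouts, 4 or 7 genes were called, depending on the assignment, and all had the same sign in the other knockout.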

We assessed the effect of *MEIS1* and *MEIS2 *KO and OE on global gene expression by uniform manifold approximation and projection (UMAP^40,41^), and found that samples clustered mainly according to treatment condition (Fig. 1b). 

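Similarity between libraries was measured here as the Euclidean distance in log2 CPM (with a prior count of 2) over the 500 most variable tested genes. Of the 36 libraries, 30 lay nearest to the mean of the other libraries of their own condition. The remaining 6 were 4 libraries of MEIS1-KO, 1 of MEIS2-KO and 1 of ctrl-KO, while all libraries of ctrl-OE, MEIS1-OE and MEIS2-OE lay nearest to their own condition. The mean distance of a library to its own condition was 10.4 ± 1.49 (SD, n = 36).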

Transfection of the CRISPR-systems themselves already conveyed a strong effect, visible by the distinct clustering of the ctrl-OE and ctrl-KO samples. 

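The distance between the means of ctrl-OE and ctrl-KO was 48.3, the largest among the 7 pairs of conditions compared. The median over the 924 splits of these 12 libraries into groups of 6 was 15.9, and none of the other splits apart from the mirror of the real one gave a distance as large (exact permutation test, two-sided, p = 0.00216, the smallest possible, and 0.00303 after Benjamini-Hochberg adjustment over the 7 pairs). Between ctrl-OE and ctrl-KO, 4354 genes were called differentially expressed by edgeR, 2552 with higher and 1802 with lower expression in ctrl-OE.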

In general, similarity was higher among knockout conditions than among OE conditions, indicating a stronger effect conveyed by *MEIS* overexpression compared to *MEIS* knockout.

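Over the same 500 genes, the mean of MEIS1-OE lay 28.0 and that of MEIS2-OE 14.0 from ctrl-OE, while MEIS1-KO lay 7.23 and MEIS2-KO 8.99 from ctrl-KO. The distance between MEIS1-OE and MEIS2-OE was 30.2, and between MEIS1-KO and MEIS2-KO 6.75. In exact permutation tests (two-sided), both overexpression distances, that of MEIS2-KO and that between the overexpression conditions reached the smallest possible p, whereas p was 0.00433 for MEIS1-KO (0.00505 after adjustment) and 0.039 for MEIS1-KO against MEIS2-KO. Over all tested genes the order changed for MEIS2: MEIS2-KO then lay 34.1 from its control and MEIS2-OE 29.3. MEIS1-KO lay 28.2 from ctrl-KO over all tested genes, with an exact permutation p of 0.0996. The number of differentially expressed genes was 560 in MEIS1-OE (442 up, 118 down), 57 in MEIS1-KO (46 up, 11 down), 98 in MEIS2-OE (83 up, 15 down) and 312 in MEIS2-KO (239 up, 73 down). The MEIS2-KO count fell to 189 without replicate 5 and to 89 with DESeq2 and ashr shrinkage, where MEIS2-OE had 69. Without replicate 3, the MEIS1-KO count was 26, and without replicate 6 it was 31.

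**Figure D2:**
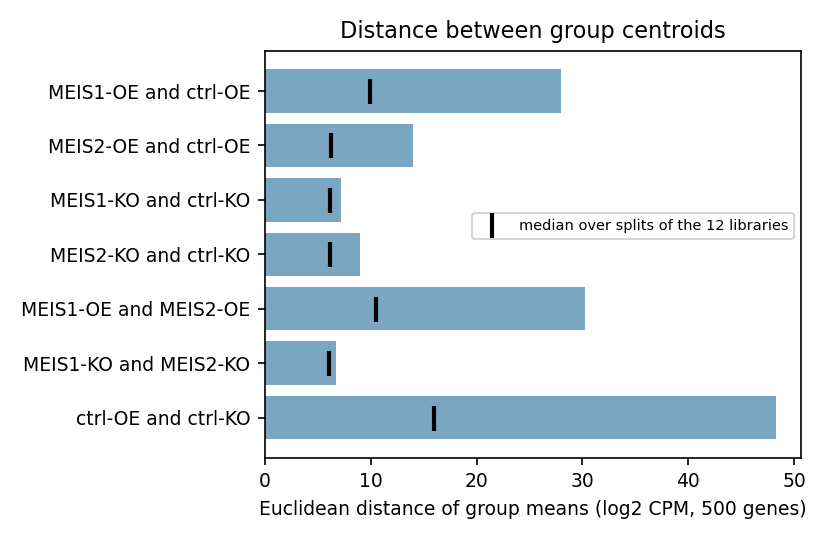
Euclidean distance between the mean log2 CPM of pairs of conditions over 500 genes. Bars give the observed distance and black marks the median over the splits of the 12 libraries of a pair into groups of 6.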

### MEIS1 and MEIS2 targets are involved in distinct developmental processes

We used DESeq2^38^ to identify transcriptome-wide significant differential expressions (DE) that resulted from the CRISPR-induced changes of either *MEIS1* or *MEIS2* levels and thus indicated their target genes. In our model we directly contrasted the effects of OE and KO, yielding a combined measure of the expression level of a *MEIS *gene (see Methods^38^). Thereby, we increased specificity of the target gene identification, since random expression changes of a gene that point in the same direction in OE and KO cancel each other out, and non-specific effects caused by either of the CRISPR treatments are compensated for (see Methods section for further details). We henceforth refer to genes whose expression is positively correlated with *MEIS1* expression, i.e. genes upregulated in MEIS1-OE and/or downregulated in MEIS1-KO, as MEIS1-upregulated genes (MEIS1-UreG). Analogously, genes are termed MEIS1-downregulated (MEIS1-DreG) if their expression is negatively correlated with *MEIS1* expression. The same classification applies to MEIS2 targets.

Thus, we identified 155 MEIS1-UreG, 34 MEIS1-DreG, 54 MEIS2-UreG and 65 MEIS2-DreG genes (adjusted *P* < 0.05, |log_2_(fold-change)| > 0.58, Fig. 2a, b., Supplementary Table S2). 

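The MEIS1 and MEIS2 effects were tested here as the contrast of the overexpression effect minus the knockout effect, each against its own control. This gave 212 MEIS1-UreG, 65 MEIS1-DreG, 76 MEIS2-UreG and 118 MEIS2-DreG genes. At an adjusted p under 0.05 alone, 686 genes passed for MEIS1 (462 up, 224 down) and 506 for MEIS2 (274 up, 232 down). Of the MEIS1-UreG, 203 were also raised in MEIS1-OE and 13 lowered in MEIS1-KO at an adjusted p under 0.05. For MEIS1-DreG these numbers were 37 and 18. In MEIS2-UreG, 53 were raised in MEIS2-OE and 37 lowered in MEIS2-KO, while in MEIS2-DreG 11 were lowered in MEIS2-OE and 104 raised in MEIS2-KO. Of the 442 genes raised in MEIS1-OE, 262 were not in MEIS1-UreG, and 78 of these had at most 3 counts in every MEIS1-KO and ctrl-KO library. Besides MEIS1 itself, the smallest adjusted p among MEIS1-UreG was that of KIF5A (chromosome 12 of GRCh37 from 57939809 to 57980416), with a log2 fold change of 2.37 (standard error 0.08, adjusted p = 3.6e-23 from edgeR's quasi-likelihood test). Besides MEIS2, TMEM165 (chromosome 4 from 56262124 to 56319564) led MEIS2-UreG, with a log2 fold change of 2.02 (standard error 0.06, adjusted p = 1.0e-24). Among the MEIS1-UreG genes with a known position, 9 of 196 had a start site within 1000 bp of a match to at least 10 PAM-proximal bases of the MEIS1 activation guide, against 18 of 16928 other genes. DESeq2 with ashr-shrunken fold changes moved the downregulated counts most, to 36 MEIS1-DreG and 59 MEIS2-DreG. Without replicate 5 these counts were 40 and 59, and without replicate 1 there were 72 MEIS2-DreG.

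**Figure D3:**
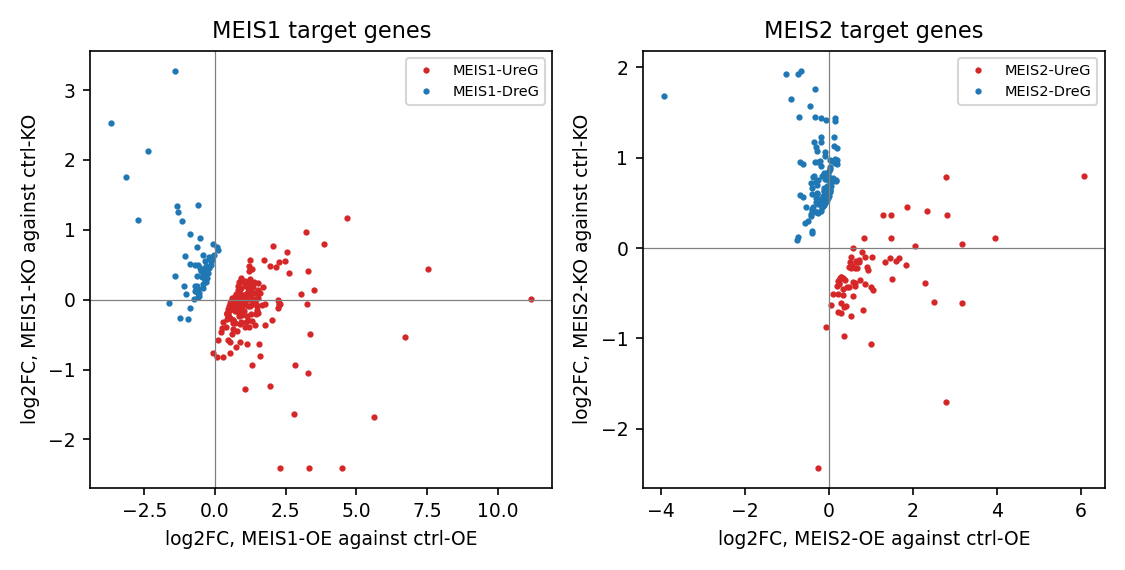
Log2 fold change in overexpression (x axis, against ctrl-OE) and in knockout (y axis, against ctrl-KO) of the target genes of MEIS1 (left) and MEIS2 (right). Each point is 1 gene, coloured by upregulation or downregulation in the combined contrast, and the MEIS gene itself is left out.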

The overlap between the target genes of MEIS1 and MEIS2 was highly significant (Fisher’s exact test, OR = 48.3 [23.7–93.2] with *P* = 4.8*10^−18^ for upregulated genes, OR = 172.3 [72.3–387.3] with *P* = 5.6*10^−20^ for downregulated genes).

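Of the upregulated genes, 18 were shared between MEIS1-UreG and MEIS2-UreG, where 0.818 would be shared if the lists were independent. The odds ratio was 31.0 (95% confidence interval 16.9 to 54.6, Fisher's exact test, two-sided, p = 1.3e-19). Of the downregulated genes, 20 were shared, against 0.390 for independent lists, an odds ratio of 88.3 (95% confidence interval 47.6 to 160.0, Fisher's exact test, p = 1.5e-29). A further 3 genes were called in opposite directions. Both contrasts use the same control libraries. When MEIS1 and MEIS2 were compared with disjoint control libraries, 13 upregulated genes were shared in either assignment, with odds ratios of 48.2 and 34.0, and 7 or 8 downregulated genes, with odds ratios of 214 and 71.8. The number of shared downregulated genes was 13 without replicate 1, 10 without replicate 3, 12 without replicate 5 and 12 without replicate 6. With one replicate number left out at a time, the odds ratio ranged from 22.5 (without replicate 3) to 53.8 (without replicate 5) for upregulated genes and from 48.3 (without replicate 3) to 212 (without replicate 4) for downregulated genes.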

**Fig. 2:**
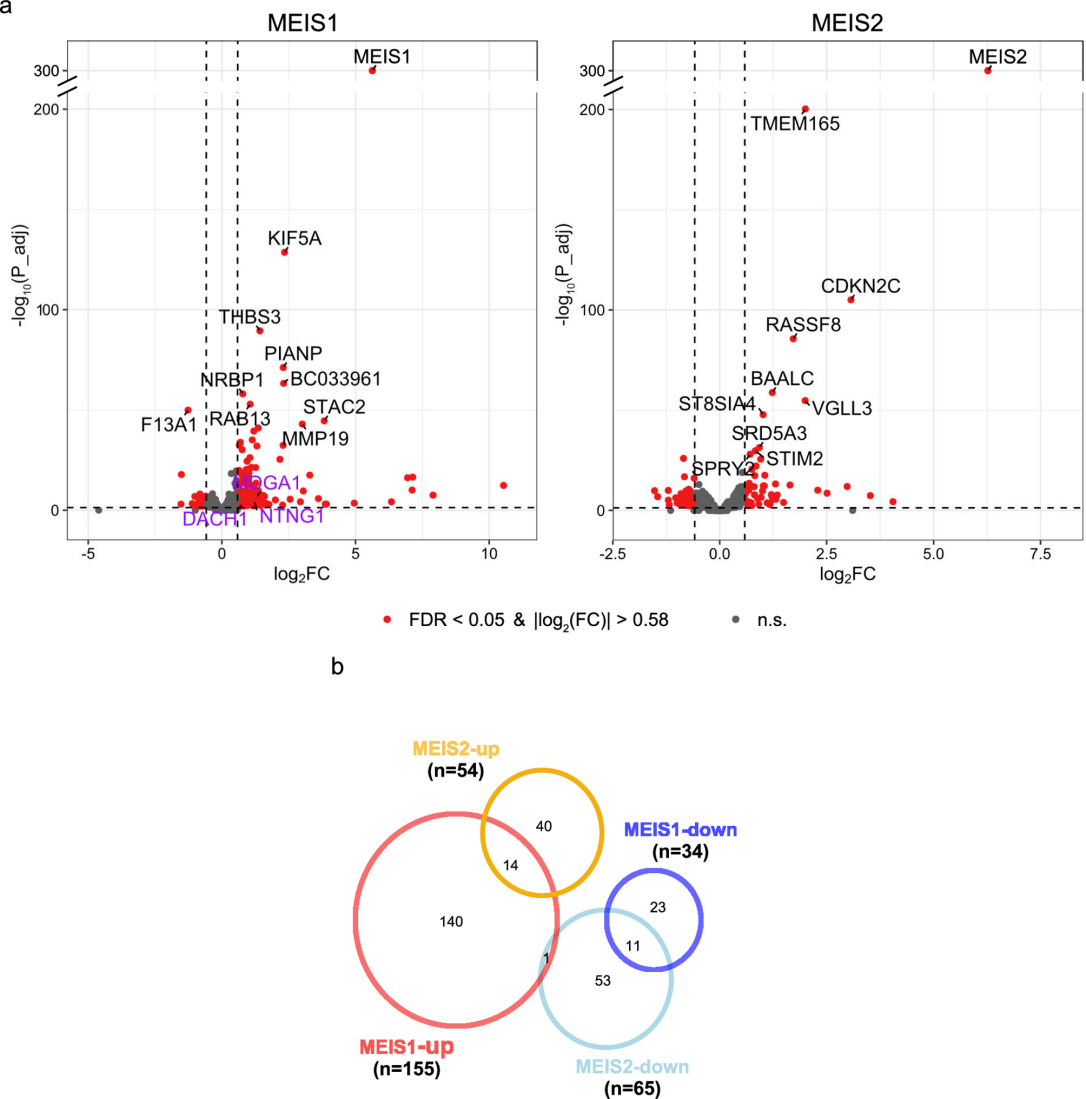
MEIS1 and MEIS2 control distinct sets of target genes. (**a**), volcano plots of differential expression by MEIS1 and MEIS2 CRISPR treatment, using a combined model of KO and OE effects. log_2_FC refers to expression changes of OE contrasted with the effect of KO, each normalized to their respective control. Differentially expressed, RLS-associated genes are highlighted in purple. Dashed lines indicate cutoffs: FDR < 0.05, |log_2_(foldchange)| > 0.58. (**b)**, Venn diagram outlining overlap of differentially expressed MEIS1 and MEIS2 target genes.

Due to their shared DNA binding motif and high protein sequence similarity, we expected MEIS1 and MEIS2 to regulate the same target genes under consistent experimental design and threshold settings. To assess the expected overlap of Differentially Expressed Genes (DEGs) under this assumption, we employed bootstrap resampling, calculated the pairwise relative overlaps (Jaccard index J, see Methods) of bootstrapped samples of MEIS1 DEGs only and of bootstrapped samples of MEIS2 DEGs only, and thus derived the expected overlaps with confidence intervals (CI, Table 1). 

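The expected Jaccard index was estimated here from 100 bootstrap draws of the libraries within each condition, with at least 3 different libraries per condition, and the edgeR fit repeated on each draw. The mean index over the 4950 pairs of draws was 0.370 ± 0.0816 (SD) for MEIS1-UreG, with 95% of the pairs between 0.200 and 0.527. For MEIS2-UreG it was 0.279 ± 0.0653 (SD), with 95% of the pairs between 0.167 and 0.423. Libraries repeated within a draw were treated as replicates, and the bootstrapped lists were longer than the observed ones, with a mean of 442 genes against 212 for MEIS1-UreG and 266 against 76 for MEIS2-UreG. When lists were instead called from disjoint sets of 3 libraries per condition, the mean index over 10 such splits was 0.354 for MEIS1-UreG and 0.465 for MEIS2-UreG.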

For upregulated DEGs we derived J_MEIS1_ = 0.511, 95% CI [0.339–0.717], based on MEIS1-UreG and J_MEIS2_ = 0.493, 95% CI [0.268, 0.673], based on MEIS2-UreG. Both expected overlaps differed significantly from the observed overlap of J = 0.072, 95% CI [0.031, 0.094] between MEIS1-UreG and MEIS2-UreG (*P* = 2.48*10^−6^ and *P* = 4.49*10^−5^, respectively; one-sample Z-score test).

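The Jaccard index between MEIS1-UreG and MEIS2-UreG was 0.0667, with a SD of 0.0228 over the bootstrap draws. None of the 4950 pairs of bootstrapped lists of either paralog, which are longer than the observed lists, had an index this low. In the disjoint sets, the mean index between MEIS1-UreG of one set of libraries and MEIS2-UreG of the other was 0.0670, and it was below the index within either paralog in all 10 splits. Because MEIS1 and MEIS2 share a DNA binding motif and are similar in sequence, the paper reasons that both would regulate the same genes, with an overlap like that between bootstrapped lists of 1 paralog. From the lower overlap and a low correlation of the effects, it proposes that they regulate distinct gene sets.

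**Figure D4:**
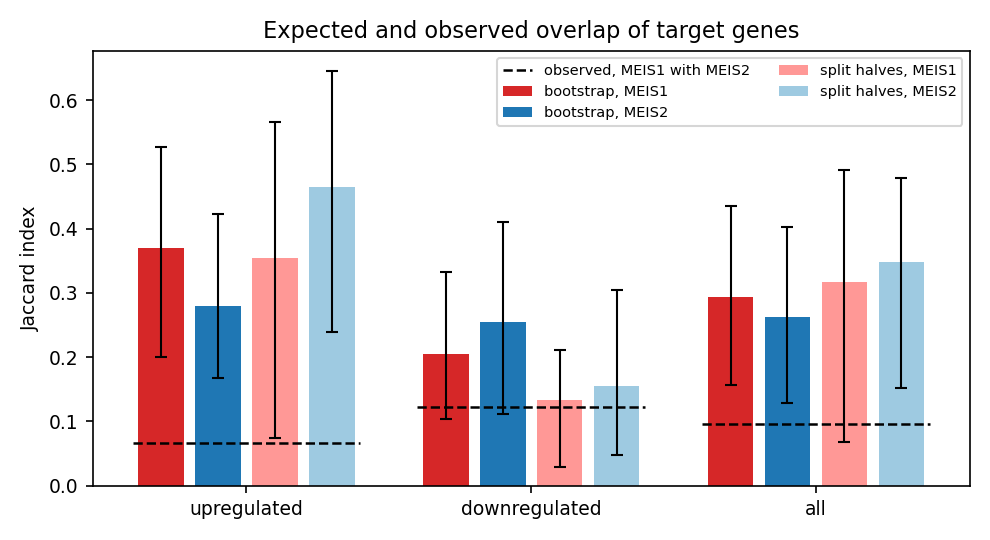
Jaccard index of MEIS1 lists, MEIS2 lists and between the paralogs for upregulated, downregulated and all target genes. Bars are means, error bars are the 2.5 to 97.5 percentiles for bootstrap draws and the lowest to highest of 10 splits into disjoint sets, and the dashed line is the observed index between MEIS1 and MEIS2.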

**Table 1:** Jaccard indices from bootstrap analysis comparing target genes of MEIS1 and MEIS2. Bootstrap resampling analysis was used to determine expected overlap of MEIS1 or MEIS2 target genes under the assumption that both target the same genes. Jaccard Indices (Jaccard similarity coefficients) measure the number of genes in the intersection of two gene lists, divided by the number of target genes in the union of the gene lists. P values are computed from a one-sample Z-score test, comparing expected overlap among bootstrapped samples with observed overlap between MEIS1 and MEIS2 targets.

Jaccard similarity coefficient [95% confidence interval]						
	Observed	Expected				
	J_MEIS1 vs. MEIS2_	J_MEIS1_	*P* (J_MEIS1_ vs. J_MEIS1 vs. MEIS2_)	J_MEIS2_	*P* (J_MEIS1_ vs. J_MEIS1 vs. MEIS2_)	O/E ratio
Up	0.072	0.511 [0.339–0.717]	2.48E-06	0.493[0.268–0.673]	4.49E-05	14.3%
Down	0.126	0.226 [0.033–0.364]	0.246	0.303[0.120–0.474]	0.051	47.6%
All	0.092	0.414 [0.221–0.620]	6.37E-04	0.368[0.190–0.536]	1.20E-03	23.5%

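For the downregulated genes, the mean index over pairs of bootstrap draws was 0.204 ± 0.0588 (SD) for MEIS1-DreG and 0.254 ± 0.0760 (SD) for MEIS2-DreG. The observed index between MEIS1-DreG and MEIS2-DreG was 0.123 with a bootstrap SD of 0.0377, and with one replicate number left out it ranged from 0.0709 (without replicate 3) to 0.182 (without replicate 4). At or below it lay 356 of the 4950 pairs for MEIS1-DreG and 189 for MEIS2-DreG. These bootstrapped lists had a mean of 335 genes for MEIS1-DreG and 531 for MEIS2-DreG, against 65 and 118 observed. In disjoint sets of libraries the mean index was 0.134 within MEIS1-DreG, 0.155 within MEIS2-DreG and 0.0472 between the paralogs, and both indices within a paralog exceeded that between paralogs in 9 of 10 splits.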

For downregulated DEGs, the expected overlaps did not differ significantly from the observed overlap between MEIS1 and MEIS2. 

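Over all 277 target genes of MEIS1 and 194 of MEIS2, the observed Jaccard index was 0.0953, with a SD of 0.0295 over the bootstrap draws. The mean index over pairs of draws was 0.294 ± 0.0699 (SD) for MEIS1 and 0.262 ± 0.0693 (SD) for MEIS2. Of the 4950 pairs, 11 of MEIS2 and none of MEIS1 lay at or below the observed index. The bootstrapped lists were longer than the observed ones, with a mean of 776 genes for MEIS1 and 797 for MEIS2.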

Notably, the expected overlap of all DEGs (J_MEIS1_ = 0.414, 95% CI [0.221, 0.620], J_MEIS2_ = 0.368, 95% CI [0.190, 0.536]) also differed significantly from the observed overlap (J_MEIS1_MEIS2_ = 0.092; *P* = 6.37*10^−4^ and *P* = 1.2*10^−3^, respectively). 

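The median adjusted p from edgeR was 6.98e-04 for MEIS1-UreG and 0.00999 for MEIS1-DreG. It was 2.10e-04 for MEIS2-UreG and 0.0141 for MEIS2-DreG. The median absolute log2 fold change was 1.01 for MEIS1-UreG, 0.82 for MEIS1-DreG, 1.00 for MEIS2-UreG and 0.83 for MEIS2-DreG. In the fit by DESeq2 with ashr shrinkage, the medians were 5.55e-07, 4.05e-04, 6.94e-09 and 1.57e-04 in the same order.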

A stronger effect of MEIS1 and MEIS2 on UreG compared to DreG was also mirrored in the overall lower adjusted P-values of upregulated genes compared to downregulated genes (Fig. 2., median adjusted P-values: MEIS1-UreG = 2.06*10^−06^, MEIS1-DreG = 8.64*10^−04^, MEIS2-UreG = 1.38*10^−09^, MEIS2-DreG = 5.36*10^−05^).

In addition, we analyzed the correlation between Z-scores of the DEG analysis using a mixture linear model to evaluate overall target gene specificity. 

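Over the genes with an adjusted p under 0.05 for MEIS1 or MEIS2, the signed z-scores of the MEIS1 and MEIS2 contrasts had a Pearson correlation of 0.48, corresponding to an R² of 0.230 with a bootstrap SD of 0.120. This correlation is across genes, which are not independent replicates, so no p is given. Over all tested genes it was 0.397. With one replicate number left out, the correlation over called genes ranged from 0.362 (without replicate 3, R² 0.131) to 0.523 (without replicate 4, R² 0.274). With disjoint control libraries for the paralogs, the correlation over called genes fell as low as 0.306. In simulated data with the same control libraries and no effect of either paralog, the correlation over all tested genes was 0.496 on average over 20 simulations. With simulated independent effects of the paralogs, the mean correlation over called genes was 0.187, or 0.173 when the effects were shrunken. Both lie below the observed 0.48, whose SD over bootstrap draws of the libraries was 0.141. The simulations drew each gene independently and leave out variation that genes share within a library, so their spread is too narrow to judge the gap.

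**Figure D5:**
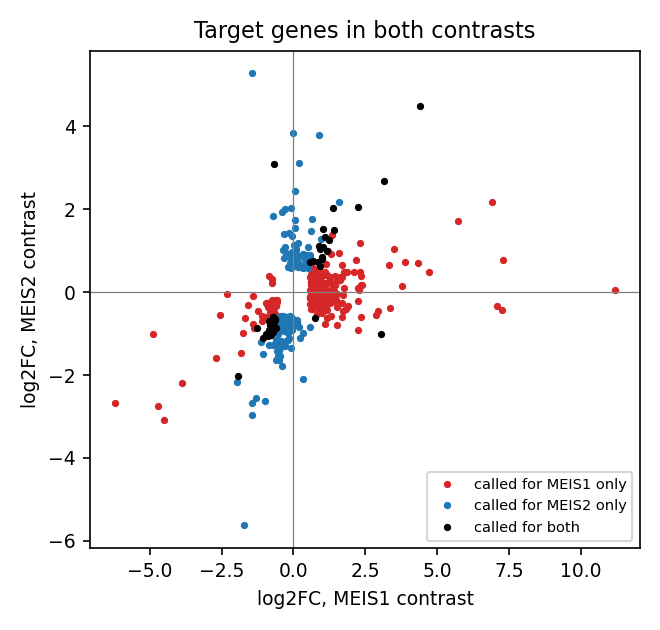
Log2 fold change in the MEIS1 contrast (x axis) and the MEIS2 contrast (y axis) for the genes called for MEIS1, for MEIS2 or for both. Each point is 1 gene, and MEIS1 and MEIS2 themselves are left out.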

While significant, the correlation of overall gene expression changes induced by MEIS1, compared to MEIS2, was low when considering the high degree in homology of the two TFs (*P* = 3*10^−107^, R² = 0.348, Supplementary Fig. S3).

This dissimilarity indicated that MEIS1 and MEIS2 may regulate distinct gene sets and corresponding processes in hNSC. Hence, we performed overrepresentation analysis (ORA), using significantly up- and downregulated genes to test an enrichment in known terms of the Gene Ontology Biological Process database^42,43^. MEIS1-UreG were enriched in regulators for nervous system development, synapse organization and cell migration (Fig. 3). 

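The genes that the paper lists for the enriched terms (Supplementary Table S4) were looked up in the MEIS1 contrast. The paper chose them as differentially expressed in the same libraries. Their calls here therefore compare 2 methods and are no independent test of the terms, which holds for all term genes below. Of the 94 genes behind the 117 terms listed for MEIS1-UreG, 88 were called here. These included 33 of 34 genes for nervous system development, 12 of 13 for synapse organization and all 24 for cell migration. The log2 fold changes ranged from 0.67 to 11.18 for cell migration. For synapse organization the lowest was 0.72, and the highest, 7.82, was that of KLK8, the gene of this term that was not called and passed only in the fits by DESeq2.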

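THBS2, on chromosome 6 of GRCh37 from 169615875 to 169654145, rose from 0.603 ± 0.166 CPM in ctrl-OE to 1.71 ± 0.293 CPM in MEIS1-OE (SD, n = 6 each), or 27 to 48 counts per MEIS1-OE library. Its log2 fold change in the MEIS1 contrast was 1.68 (standard error 0.37, adjusted p = 0.00364 from edgeR's quasi-likelihood test). NRXN2, on chromosome 11 from 64373646 to 64490669, rose from 15.6 ± 2.45 to 36.4 ± 6.92 CPM (SD, n = 6 each), with a log2 fold change in the contrast of 1.17 (standard error 0.19, adjusted p = 6.3e-05 from edgeR). RASGRP2, whose start lies 22259 bp from that of NRXN2, was raised in MEIS1-OE as well. In MEIS1-KO neither gene passed the threshold (adjusted p = 0.899 for THBS2 and 0.948 for NRXN2). In the MEIS2 contrast the log2 fold changes were -0.27 and -0.17 (adjusted p = 0.774 and 0.706), and the direct test of MEIS1 against MEIS2 gave adjusted p of 3.1e-04 and 3.9e-06 from edgeR.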

Genes involved in synapse organization encoded both neurotransmitter receptors (*GABRB3*) as well as cell adhesion proteins like thrombospondin2 (*THBS2/TSP2*) and neurexin 2 (*NRXN2*). 

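The paper's list for the response to amphetamine holds 4 genes for MEIS1-UreG, DBH, ICAM1, PPP1R1B and RGS17. All 4 were called here, with log2 fold changes in the MEIS1 contrast from 1.01 to 7.30, the highest of them for PPP1R1B, which has few or no counts in the knockout libraries and their control. For MEIS1-DreG the same term lists 1 gene, RGS9, with a log2 fold change of -0.82.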

Notably, we found MEIS1-UreG enriched in amphetamine response, a process involving dopamine signaling^44^. These genes included *PPP1R1B*/DARPP-32, expressed in dopamine-receptor positive neurons in the basal ganglia and cerebral cortex both during development and in the adult brain^45,46^.

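PPP1R1B lies on chromosome 17 of GRCh37 from 37782993 to 37792879 on the plus strand. In ctrl-OE it had 0 to 9 counts per library, or 0.225 ± 0.153 CPM (SD, n = 6), and in MEIS1-OE 178 to 313 counts, or 11.2 ± 2.08 CPM (SD, n = 6). The log2 fold change between them was 5.62 (standard error 0.26, adjusted p = 1.8e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6 of 6 MEIS1-OE libraries exceeded all controls. A match of 9 PAM-proximal bases to the MEIS1 activation guide (site GGCGCCAGTCCCAGGCGGAG) lies 164 bp downstream of an annotated start of PPP1R1B. A match of at least 8 bases within 1000 bp of a start was found for 11.3% of the genes raised in MEIS1-OE and for 3.58% of the others.

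**Figure D6:**
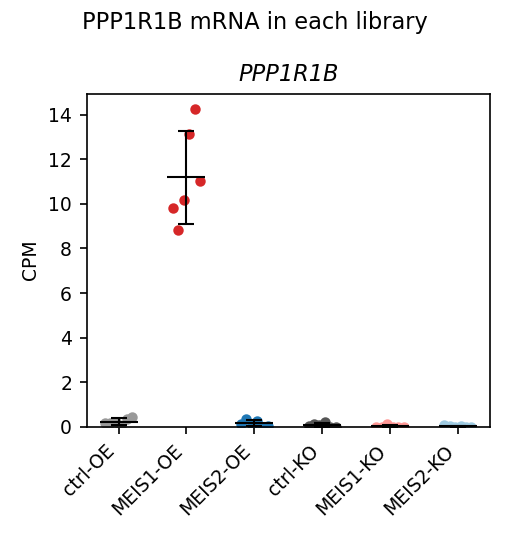
PPP1R1B mRNA in CPM for each of the 6 conditions. Points are the 6 libraries of a condition, with their mean ± SD.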

**Fig. 3:**
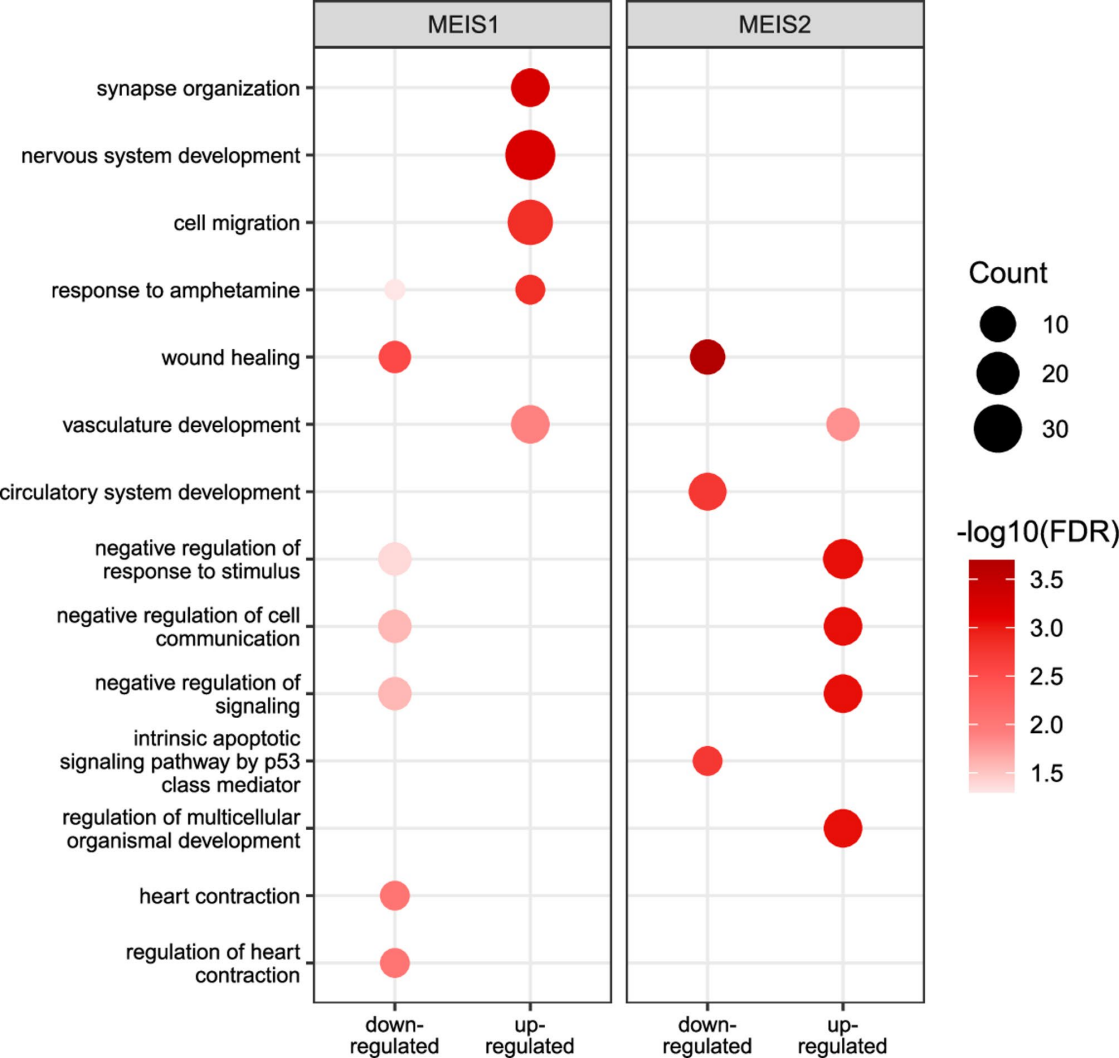
High level of pathway specificity for genes regulated by MEIS1 vs. MEIS2. Overrepresentation analysis showing enrichment of differentially upregulated or downregulated genes in biological processes from Gene Ontology. FDR cutoff = 0.05.

MEIS1-DreG were related to non-neural processes like, wound healing, cell signaling as well as heart contraction, in line with *MEIS1*being implicated in PR-interval prolongation^47^.

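All 24 genes behind the 72 terms that the paper lists for MEIS1-DreG were called here. The 6 genes for wound healing (ALOX15, CDH3, DSP, F13A1, HBEGF and TMEFF2) had log2 fold changes from -4.70 to -0.72 in the MEIS1 contrast, and the 4 for heart contraction (ATP2A1, DSP, EPAS1 and HBEGF) from -1.76 to -0.72. ATP2A1 had a log2 fold change of -1.57 (standard error 0.17, adjusted p = 8.6e-09 from edgeR's quasi-likelihood test) and F13A1 of -1.27 (standard error 0.08, adjusted p = 9.6e-15).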

Several gene sets enriched for MEIS2-regulated genes, including wound healing, vasculature development and signaling-associated processes, overlapped with gene sets enriched for MEIS1-regulated genes. 

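For MEIS2, all 41 genes behind the 89 terms listed for MEIS2-UreG and 45 of 46 behind the 91 terms for MEIS2-DreG were called here. The 9 genes for wound healing had log2 fold changes from -1.64 to -0.69 in the MEIS2 contrast. For vasculature development, all 7 MEIS2-UreG and all 13 MEIS1-UreG genes listed were called. In total, 24 terms were listed for both paralogs.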

(Fig. 3, Supplementary Table S4).

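Behind the terms that the paper lists for both MEIS1 and MEIS2 stand 65 genes for MEIS1 and 54 for MEIS2, of which 13 are shared. Of the 93 genes listed for 1 paralog only, 53 differed between MEIS1 and MEIS2 in the direct test at an adjusted p under 0.05. Of the same 93 genes, 67 had the same sign in both contrasts, which use the same control libraries. Some terms were listed for upregulated genes of one paralog and downregulated genes of the other. There, only a gene called in opposite directions can be shared, which limits the sharing. For wound healing, F13A1 and TMEFF2 were shared between the 6 and 9 genes. Of the 11 others, 3 differed in the direct test, and all 11 had the same sign in both contrasts. For vasculature development, 3 genes were shared. Of the 14 others, 12 differed in the direct test and 10 had the same sign.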

In gene sets that were enriched for target genes of both MEIS1 and MEIS2, we observed little overlap of genes (Supplementary Fig. S4), highlighting the difference between MEIS1 and MEIS2 effects described above and indicating that MEIS1 and MEIS2 can employ different gene regulatory networks.

We thus arrived at a concept of independent and specific functions for MEIS1 and MEIS2 in hNSC, due to strong differences in their targets and regulated processes, as well as lack of mutual regulation.

### Inspection of MEIS binding sites

We investigated the mechanism of transcriptional regulation by MEIS in hNSC, by determining its binding sites via chromatin-immunoprecipitation sequencing (ChIP-seq) in untreated cells, using a combination of anti-MEIS1/2A and anti-MEIS1A/B antibodies^48^.

We identified 5169 MEIS binding sites in the genome, of which 12% were located within ± 5 kb of a transcriptional start site (Supplementary Table S5, Supplementary Fig. S5), confirming previous findings of MEIS predominantly binding regions distal to TSS^14,20,48^. Among these, we detected binding sites in the promoters and intronic regions of both *MEIS1* and *MEIS2* (Supplementary Fig. S6), potentially allowing mutual or autoregulation of transcription.

To verify the efficacy of the ChIP-seq experiment, and to identify potential co-binding partners of MEIS1, we performed de novo motif detection via HOMER within all MEIS binding sites^49^ and found the known MEIS consensus binding motif TGACAG strongly enriched at the peak centers (Fig. 4a, Supplementary Fig. S5). HOMER also detected a 12 bp motif containing the TAATT motif, bound by several homeodomain families^50 ^(Supplementary Fig. S5), which displayed a clear bimodal distribution, indicating the presence of a possible co-transcription factor^51,52^. We performed motif enrichment analysis of known TF motifs within MEIS peaks, to identify putative co-regulators of MEIS and detected an enrichment of DNA motifs of the TALE transcription factor PBX3, SOX3, TEAD1 and LHX3 (Fig. 4b). PBX family proteins interact directly with MEIS proteins via specialized interaction domains, thereby regulating activity, protein stability and intracellular localization^53^. SRY-Box (SOX) proteins share a conserved binding motif and are key drivers of proliferation in neural stem cells^54,55^.

**Fig. 4:**
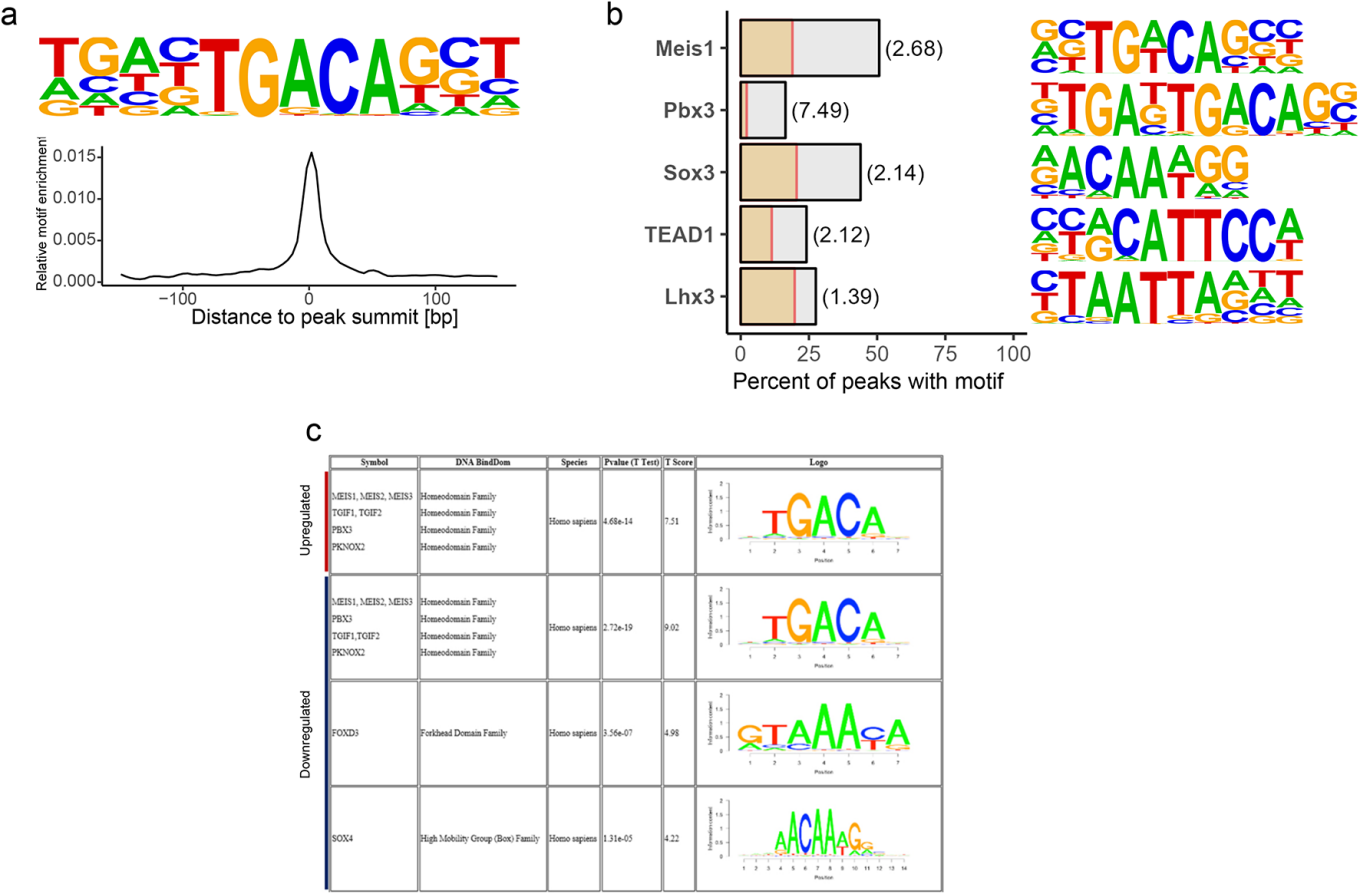
Binding sites of MEIS1 in hNSC. (**a**), MEIS1 consensus motif is most enriched in *de novo* motif discovery. Position weight matrix (PWM) and motif distribution across all peaks relative to peak summits. (**b)**, Frequency of peaks containing known DNA binding motifs (grey bars). Yellow bars show frequency in GC-matched background sequences. Enrichment is given in parenthesis. (**c)**, Motifs associated with up- or downregulation of target genes, determined via Binding and Expression Target Analysis (BETA).

### FOX and SOX DNA binding motifs are associated with negative regulation by MEIS1

Binding of a TF alone does not warrant a regulatory effect but may require specific co-regulators. Therefore, we investigated the relation between MEIS binding sites and RNA expression of nearby genes using Binding and Expression Target Analysis (BETA), which integrates gene expression changes in all genes with transcription factor binding sites and thus associates peaks with nearby genes^56^. Thus, we identified 119 upregulated and 29 downregulated MEIS1 target genes that were associated with a MEIS binding site, suggesting a direct regulation either via a distal regulatory element or by direct promoter interaction. 

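The RNA-seq part of this selection was looked up for the genes in Supplementary Table S6, and the binding sites were not used here. The paper selected these genes by their expression in the same libraries, so their calls and signs here are no independent test. Of the 119 upregulated genes listed, 113 were called in the MEIS1 contrast, and all 119 rose, with a median log2 fold change of 1.14 and a range from 0.64 to 11.18. All 29 downregulated genes were called, with a median of -0.83.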

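The lists without a fold-change threshold (Supplementary Table S6) hold 352 upregulated and 267 downregulated genes. Of the 351 upregulated genes found among the tested genes, 329 had an adjusted p under 0.05 in the MEIS1 contrast, and 191 of 266 downregulated genes. All of them had the sign listed. SSC4D and RIC1 were not among the tested gene symbols.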

To achieve higher test power, we included all DEG with FDR < 0.05 for TF function prediction, showing MEIS1 was able to both activate and repress its direct target genes (Supplementary Fig. S5, Supplementary Table S6). To identify potential co-regulators of MEIS1, we performed separate motif enrichment analysis with either up- or downregulating binding sites and found the MEIS consensus binding motif (TGACAG) motif associated with both activating and repressive function (Fig. 4c). In addition, the SOX4 and FOXD3 transcription factor motifs were associated with downregulated genes.

### MEIS1 upregulates RLS candidate genes involved in neurogenesis

*MEIS1 *has been speculated to control the expression of other RLS associated genes^12,57^. We therefore compared target genes of MEIS1 with 37 potential RLS-associated genes determined in our previous GWAS^4^. As a control, we compared RLS-associated genes with targets of MEIS2, which has been suggested to compensate reduced MEIS1 levels in RLS patients^58^.

We found three of these genes among MEIS1 targets, *MDGA1*,* NTNG1*, and *DACH1*, while no RLS-associated genes were detected among MEIS2 targets. All of these were predicted to be directly regulated by MEIS1, based on the combined analysis of ChIP-seq and RNA-seq (Supplementary Table S6).

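MDGA1 (chromosome 6 of GRCh37 from 37598455 to 37667082) rose from 2.13 ± 0.340 CPM in ctrl-OE to 5.19 ± 0.688 CPM in MEIS1-OE (SD, n = 6 each). Its log2 fold change in the MEIS1 contrast was 1.49 (standard error 0.21, adjusted p = 5.7e-06 from edgeR's quasi-likelihood test), and -0.19 (adjusted p = 0.726) in the MEIS2 contrast. NTNG1 (chromosome 1 from 107682629 to 108027545) rose from 0.511 ± 0.120 to 1.99 ± 0.253 CPM (SD, n = 6 each), from 7 to 14 counts per ctrl-OE library to 35 to 51. The contrast gave 1.46 (standard error 0.28, adjusted p = 8.9e-04 from edgeR), although the knockout of MEIS1 raised it too, by 0.49 (adjusted p = 0.218). For MEIS2 it was 0.39 (adjusted p = 0.566). DACH1 (chromosome 13 from 72012098 to 72441342) rose from 4.60 ± 1.41 to 7.17 ± 1.40 CPM (SD, n = 6 each), with 5 of 6 MEIS1-OE libraries above all controls, and its level in ctrl-KO was 13.2 ± 1.22 CPM (SD, n = 6). Its log2 fold change in the MEIS1 contrast was 0.94 (standard error 0.20, adjusted p = 0.00276 from edgeR). In the MEIS2 contrast it was 0.41 (adjusted p = 0.343), and it fell by 0.30 (adjusted p = 0.367) in MEIS1-KO and by 0.46 (adjusted p = 0.0242) in MEIS2-KO. The direct test of MEIS1 against MEIS2 gave a difference of 1.68 (adjusted p = 7.4e-07) for MDGA1 and of 1.07 (adjusted p = 0.00984) for NTNG1. For DACH1 the difference of 0.53 did not pass the threshold (adjusted p = 0.142 from edgeR).

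**Figure D7:**
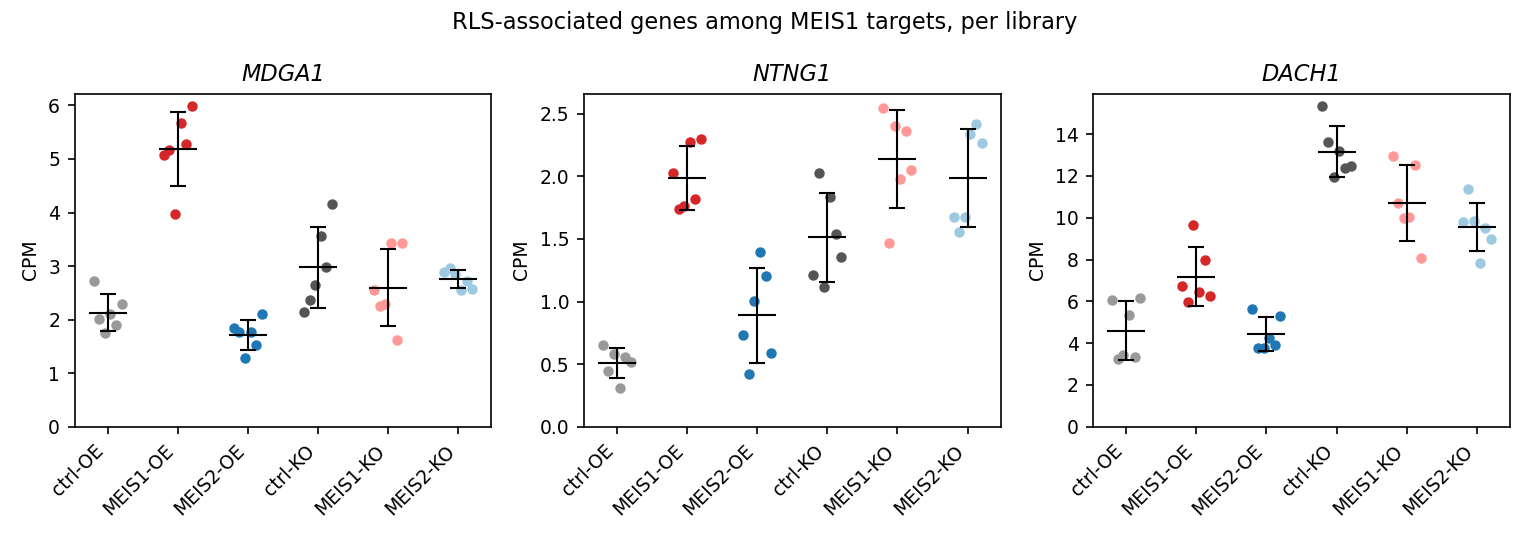
mRNA of MDGA1, NTNG1 and DACH1 in CPM for each of the 6 conditions. Points are the 6 libraries of a condition, with their mean ± SD.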

We performed close inspection of the MEIS1/2 binding landscape around each gene. For *MDGA1 *we found a MEIS1/2 binding site in a predicted enhancer, 92 kb upstream of the TSS^59^ (Fig. 5). We found one intragenic binding site within *NTNG1.*Interestingly, one of the overall strongest MEIS1 binding sites was found 386 kb upstream of NTNG1, in a region with high genetic RLS association, based on our previous GWAS^4^. For DACH1 we found four intronic and several upstream MEIS1 binding sites, including predicted enhancers at −195 kb, + 35 kb + 139 kb, + 228 kb relative to the transcriptional start site.

**Fig. 5:**
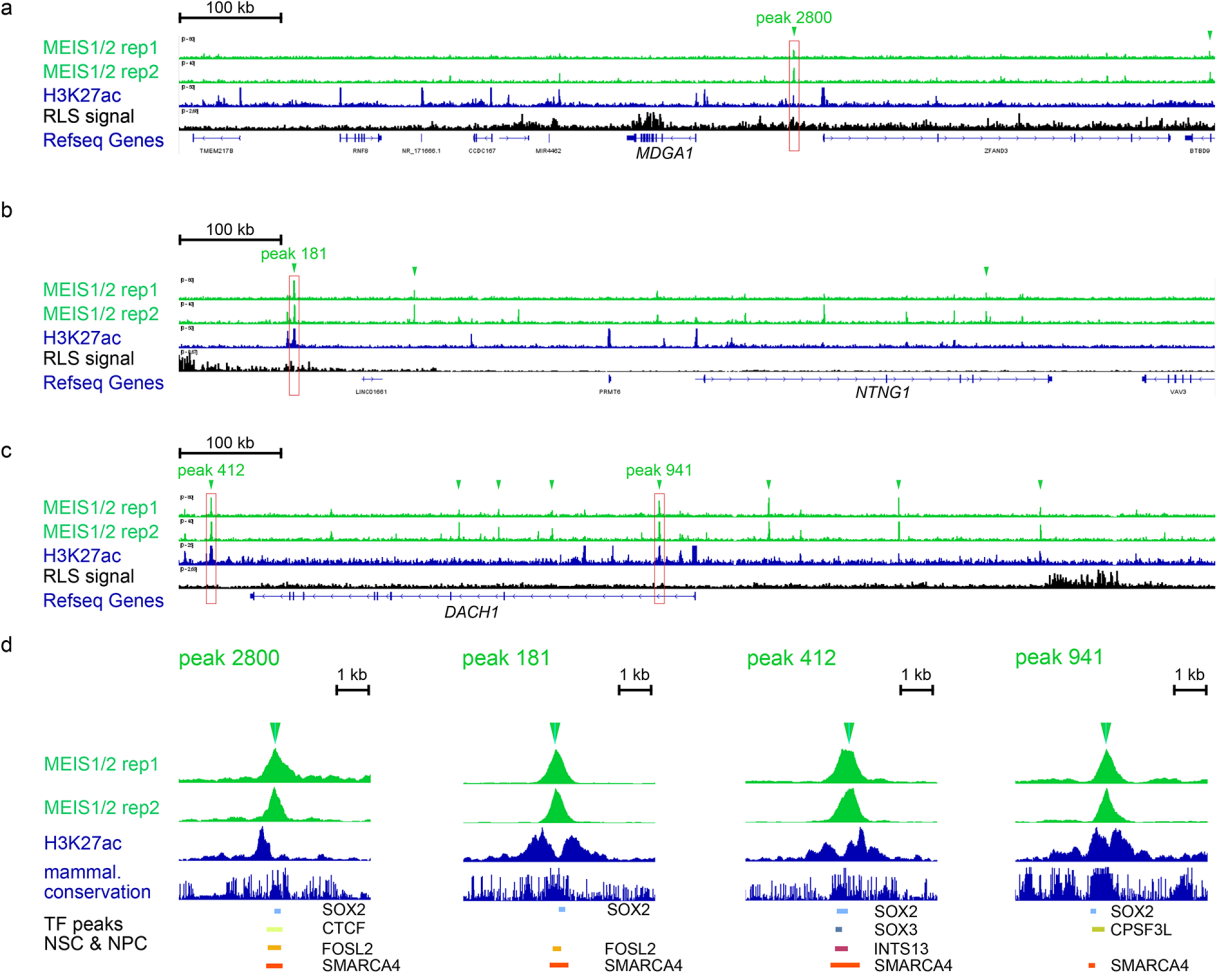
MEIS1/2 directly regulate RLS-associated genes by binding to their promoters or nearby regulatory regions. Binding landscape of MEIS1/2 around (**a)**, *MDGA1*, (**b)**, *NTNG1*, (**c)**, *DACH1*. (**d) **MEIS1/2 peaks overlapping with H3K27ac are shown in detail, along with mammalian conservation and TF binding sites in neural stem & progenitor cells. Two replicates of MEIS1/2 ChIP-Seq are shown, peaks were determined using IDR. H3K27-acetylation data was previously generated in ESC-derived hNSC^60^. RLS SNP association shows Z-scores of GWAS summary statistics for each SNP^4^. Arrowheads indicate called MEIS1/2 peaks.

We filtered MEIS1/2 binding sites in the vicinity of *MDGA1*, *NTNG1* and *DACH1 *for overlap with H3K27ac, marking active enhancers^60^. These peaks were analyzed for overlap with binding sites of 18 TF in human neural stem cells and neural progenitor cells using the ChIP-Atlas^61^(Fig. 5d). Apart from binding sites of ubiquitous TF CTCF, FOSL2 (AP-1 complex) and SMARCA4/BRG1 (SWI/SNF complex), we found that all active MEIS1/2 binding sites overlap with those of SOX2, which is in line with the enrichment of SOX-family motif in all MEIS1/2 binding sites (Fig. 4).

## Discussion

We investigated the function of *MEIS1* and *MEIS2 *in human neural stem cells (hNSC) in vitro. They encode TFs with widely overlapping expression patterns, and hold similar functions in various tissues^14,17,18,27,28,62^. To date, their interplay in the central nervous system has remained elusive. Here, we report that MEIS1 and MEIS2 control differing sets of genes and pathways in hNSC, and that they do not regulate each other’s expression. In addition, we identified direct MEIS1 target genes which are known to be associated with RLS and therefore are candidates for mediating the strong effect of *MEIS1* on RLS pathogenesis.

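Of the upregulated target genes, 93.3% were called for 1 paralog only, and of the downregulated target genes 87.7%. Over both directions it was 90.5%. When the difference between MEIS1 and MEIS2 was tested directly, it passed an adjusted p under 0.05 (edgeR) for 155 of the 194 genes called for MEIS1-UreG only, for 41 of 58 called for MEIS2-UreG only, for 11 of 45 called for MEIS1-DreG only and for 30 of 98 called for MEIS2-DreG only.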

We detected high target specificity of MEIS1 and MEIS2, with 93% of the upregulated and 86% of the downregulated genes being specific for only one paralog. Correspondingly, gene ontology analysis revealed involvement in differing regulatory pathways.

Considering the high level of conservation of the MEIS1 and MEIS2 protein sequences and their identical homeodomain, required for DNA binding^48,63^, this finding is rather unexpected. Several studies described regulation of identical processes by MEIS1 and MEIS2, including Delgado et al. who found both MEIS1 and MEIS2 being essential in limb development^18^. Regulation of the same developmental processes implies, however, that MEIS1 and MEIS2 target predominantly the same genes. Our opposite finding of paralog-specific target genes in hNSC therefore suggests that the functional overlap of MEIS1 and MEIS2 depends on cell type, that is, on the prevailing regulatory network.

Cell type specific target gene selection can be achieved by interaction with varying sets of co-transcription factors^64–66^. MEIS proteins predominantly form heterodimers with PBX family members via highly specific homology domains^4,48,67–71^. Through PBX, MEIS can also form trimeric MEIS-PBX-HOX complexes^72^. The unstructured C-terminal domain allows direct interaction with HOX and non-HOX TF^73–76^. Therefore, tissue-specific expression of co-TF can enable MEIS to bind different regulatory regions in a cell-type dependent manner.

On the other hand, it has not been investigated how MEIS1 and MEIS2 can regulate different targets in the same cell type, despite sharing 84% sequence identity and binding the same DNA motif. One study found target specificity of paralog TFs is mostly driven by protein variation outside the DNA binding domains (DBD), since interchanging the DBD between paralogs only slightly affected target preference^77^. This would be in line with the DBD (homeodomain) of MEIS1 and MEIS2 being 99% conserved, and the C-terminal domain displaying more sequence variation between MEIS1 and MEIS2^78^, possibly affecting binding affinity with other proteins. Furthermore, paralog TFs can compete for DNA binding motifs in a concentration-dependent manner^79^, enabling different functions in the same cell types. For example, loss of MEF2D increases MEF2A occupancy of binding sites normally bound by MEF2D in the mouse cerebellum^80^. Moreover, in vitro binding assays revealed slight variations in DNA motif preferences by paralogs, independent of co-transcription factors^81^. Similar investigations are required for MEIS1 and MEIS2 to determine if there are indeed different motif preferences, which may have remained elusive in previous studies. Systematic comparison of MEIS1 and MEIS2 binding sites, and study of the individual interactomes are required in the future to delineate target gene selection processes in different cell types.

While we found no indication of MEIS1 and MEIS2 regulating the same processes in hNSC, functional redundancy of the two paralogs has been observed in the limb and eye^14,17,62^, though underlying mechanisms are unclear.

Mutual regulation between the genes was described by Marcos et al., where KO of *Meis1* caused upregulation of *Meis2, *resulting only in mild defects of lens development in the mouse eye^20^ and raising the question how *Meis2* upregulation could be achieved. While in hNSC, *MEIS1* and *MEIS2 *do not influence each other’s mRNA expression, we did detect MEIS1/2 binding sites in both genes, which also had been observed in previous studies^20,48,62^(Supplementary Fig. S6), and is a general characteristic of many other TFs. Stabilization of expression levels by mutual as well as autoregulatory transcriptional inhibition can determine cell lineage commitment and can vary throughout developmental stages^82^. Autoregulation may also be important for the role in acquisition and maintenance of neuronal identity^83,84^as has been suggested for MEIS1^24^ but less so at the stem cell stage. Moreover, MEIS1-HOXA9 dependent autoregulation of *MEIS1*is believed to result in elevated expression, and thus accelerated disease progression in acute leukemia^85,86^. Furthermore, mechanisms for the compensation of knockouts by homologous genes can also involve nonsense-mediated mRNA decay and subsequent binding of mRNA snippets to similar DNA sequences^87–89^. KO of *Meis2* results in a similar lens phenotype, but the effect on *Meis1*expression was not evaluated^62^. However, complete knockout of both *Meis1* and *Meis2 *in the eye causes earlier and more extensive developmental defects than single knockouts of either gene^14,20,62^. Similarly, loss of either *Meis* paralog during mouse skeletal development leads to minor growth defects, while loss of both paralogs results in complete limb agenesis, indicative of an additive effect^17,18^.

Cell type specificity of target gene selection and compensatory mechanisms can both be determined by interaction with varying sets of co-transcription factors, which may also underlie the disproportionately stronger RLS-association *of MEIS1* compared to *MEIS2*.

*MEIS1 *being the strongest genetic risk factor in RLS, we searched for putative mechanisms of MEIS1 contribution to the elusive pathomechanism. Identifying possible interaction partners, we combined motif analysis within MEIS binding sites with MEIS1 target genes and found the SOX and FOX transcription factor families to be likely co-regulators of MEIS1 in hNSC. SOX2 is vital for proliferation of neural stem cells in the ventricular zone of the lateral ganglionic eminence (LGE), giving rise to the striatum during embryonic development^54,90,91^. FOXP1 and FOXP2 are required for differentiation and normal function of striatal spiny projection neurons (SPN)^92–95^. In these cell types, MEIS1 is co-expressed with SOX2, FOXP1 and FOXP2^26,34 ^and decreased interaction of MEIS1 with either SOX2, FOXP1 or FOXP2 thus could affect striatal development, connectivity and function. Dopamine-receptor type 2 SPN (D2-SPN) displayed decreased dopamine binding affinity in RLS patients^96,97^, while another study found decreased functional connectivity of dopaminergic pathways^98^. Unilateral striatal lesions in mice resulted in increased activity, a key characteristic of RLS mouse models^99,100^. Similarly, D2-SPN-specific knockout of *Ppp1r1b (*DARPP-32), a key regulator of dopaminergic signaling in all SPN^101,102^, resulted in increased locomotion in mice^103^. 

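The combined MEIS1 contrast of PPP1R1B, which adds the knockout effect, gave a log2 fold change of 7.30 (standard error 1.35, adjusted p = 4.6e-04 from edgeR's quasi-likelihood test). PPP1R1B had at most 4 counts in any ctrl-KO library and at most 2 in any MEIS1-KO library, so a decrease after knockout was not detectable at this depth, and the size of the contrast depends on the prior count. With a prior count of 2 it was 5.68.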

We found *PPP1R1B* (DARPP-32*)*, highly upregulated by MEIS1 in hNSC. In contrast, *PPP1R1B *was unaffected by MEIS2, despite MEIS2 being expressed in developing and adult SPN, and being essential for their differentiation from neural progenitors^34,104–106^. This indicates that MEIS1 and MEIS2 may control different functions in the striatum. 

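In MEIS2-OE, PPP1R1B had 0 to 8 counts per library, or 0.155 ± 0.141 CPM (SD, n = 6), a log2 fold change of -0.52 (standard error 0.55, adjusted p = 0.968 from edgeR's quasi-likelihood test) relative to ctrl-OE. In MEIS2-KO it had at most 1 count per library. The MEIS2 contrast was 0.77 (standard error 1.12, adjusted p = 0.781). It ranged from -0.12 without replicate 4 to 1.29 without replicate 5. The direct test of MEIS1 against MEIS2, which includes the knockout libraries, gave a log2 difference of 6.53 (standard error 2.01, adjusted p = 0.0514 from edgeR).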

Notably, somatic conditional deletion of MEIS1 in D2-SPN did not recapitulate the RLS phenotype observed by *Meis1* haploinsufficiency in *Meis1*^+/−^mice^107^ hinting at a more complex mechanism, involving multiple risk factors.

Furthermore, altered dopamine signaling has been described in multiple brain regions in RLS patients, and consequently synaptic plasticity may be decreased^89,97,108,109^. We found regulators of synaptic organization upregulated by MEIS1, among which the RLS-associated genes *NTNG1*, *MDGA1* and *DACH1 *were identified^4,110–112^. The strong RLS association of *MEIS1* may partly be founded in controlling the expression of other RLS associated genes, whereby aberrant *MEIS1*expression would directly affect the expression of these genes^57,113^.

In summary, we delineate independent and varying regulatory roles of MEIS1 and MEIS2 in human neural stem cells, contrary to their nature in many other tissues. We identified possible co-regulators of MEIS1 and specific MEIS1 target genes linked to RLS and present further developmental effectors potentially involved in RLS.

Further investigation of neural cell types expressing MEIS1, and especially showing regulatory activity of RLS-associated regions will be required to provide information on the RLS pathomechanism.

While this study is limited to examining direct transcriptional effects of *MEIS* dysregulation, further reasearch will have to include the temporal dynamics of gene regulation by MEIS1 and MEIS2. Moreover, long-term effects of *MEIS1* and *MEIS2* perturbation should be studied on the phenotypic level.

## Methods

### Cell culture & lentivirus generation

Guide RNA sequences for CRISPR-activation and CRISPR-KO (**see Resources**) were designed using CRISpick^110,111^ and cloned into LentiCRISPRv2 and sgRNA(MS2)_puro optimized backbone.

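Each of the activation and knockout guides had 1 perfect match with an NGG PAM in GRCh37, and the control guide hsnt-1 (ACGGAGGCTAAGCGTCGCAA) had 0. The MEIS1 activation guide TGTGTGTTGCACAGGCGGAG matched chromosome 2 from 66662277 to 66662296 on the minus strand, 20 bp downstream of the start of transcript MEIS1-201 in exon 1. The MEIS2 activation guide GAGTGAGTGTCAGTAGGTGT matched chromosome 15 from 37392537 to 37392556 on the plus strand, 194 bp downstream of the start of MEIS2-221. The MEIS1 knockout guides GGTGGCCACACGTCACACAG and AAAAAGCGTCACAAAAAGCG matched the coding sequence in exons 7 (66691310 to 66691329) and 8 (66739346 to 66739365) of the 13 exons of MEIS1-201. The MEIS2 knockout guides CCCACTCAGCAGGCACCCCA (37376027 to 37376046) and GTTCTGATGTCAGGATACCA (37376084 to 37376103) matched the coding sequence in exon 7 of the 12 exons of MEIS2-221.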

Lentivirus was generated using the psPAX2 packaging and pMD2.G envelope plasmids along with one of the transfer plasmids encoding the target gene for integration. Lenti-X 293T cells (Takara Bio™, 632180) were seeded 24 h prior to transfection onto 10 cm culture dishes at 6 Mio cells per dish. 0.7 pmol pMD2.G, 1.3 pmol µg psPAX2, 1.6 pmol target vector were mixed with 600 µl Opti-MEM (Gibco™, 11058021), 48 µl polyethyleneimine (PEI, 1 mg/ml, Polysciences™ 24765-1), and incubated for 10–20 min at room temperature before adding the mixture to the culture dish. Cells were incubated for 16 h at 37 °C and 5% CO_2_, growth media was replaced and cells cultivated for another 2 days. Culture media containing lentivirus was harvested 72 h after transfection, centrifuged at 1200 xg for 5 min at 4 °C. Supernatants were filtered with 0.45 μm ployethersulfone (PES) syringe filters. Viral particles were concentrated using the Lenti-X concentrator (Takara Bio™ 631232) accoding to the manufacturer’s protocol. Supernatant was carefully removed with a serological pipet and the lentiviral pellet was resuspended with DPBS and diluted to a total volume of 1 ml. Virus was stored at −80 °C.

Human Neural Stem Cells (hNSC) were purchased from Gibco™ (N7800-100), and cultured in 10 ml media in 10 cm dishes coated with Geltrex (Gibco™ A1413201) according to the manufacturer’s protocol. Cells were passaged at a ratio of 1:3 − 1:6 using Accutase (Sigma A6964).

For CRISPR-activation, 275 µl of each concentrated lentivirus sgRNA(MS2)_puro, lenti dCAS-VP64_Blast and lentiMPHv2 was applied per 10 cm dish. For CRISPR-KO, a total of 500 µl lentivirus lentiCRISPRv2 was applied. Virus targeting MEIS1 (MEIS1-g2 and MEIS1-g3) or MEIS2 (MEIS2-g2 and MEIS2-g5), were mixed at 1:1 ratio, respectively.

Media was changed after 18 h and cells harvested 48 h after viral transduction by dissociating with Accutase and washing once with DPBS. RNA was extracted using the RNeasy Mini Kit (Qiagen).

We analyzed the amount of protein and RNA in each sample as proxies of cell count, thereby allowing conclusions towards growth rate and cell survival. They indicated a small to moderate effect of the KO and OE compared to the respective controls, but this effect was not consistently significant across protein and RNA analyses, however (see Supplementary Fig. S2).

### Western blot analysis

Protein was isolated from in vitro cultured cells using ice-cold lysis buffer (150 mM NaCl, 1% Triton X-100, 50 mM Tris-Cl pH 8.0, 0.5% Na-Deoxycholate, 0.1% SDS, protease inhibitor) by agitating for 30 min at 4 °C. Lysates were centrifuged at 10,000 xg for 10 min at 4 °C, and supernatants transferred to protein lo-bind tubes. Protein concentration was determined by BSA standard curve, using the DC Protein Quantification Assay (Bio-Rad, 500 − 0116) according to the manufacturer’s instructions. Absorption was measured on a NanoDrop One (Thermo Fisher Scientific) at 750 nm.

Up to 30 µg total protein per sample was used for western blot, along with 10 µl ProSieve™ QuadColor™ Protein Marker (Lonza). Volume was adjusted to 15 µl with TBST before adding 3 µl 6x Lämmli Buffer (66 mM Tris-HCl, 10% SDS (w/v), 52% Glycerol (v/v), 100 mM DTT, 666 µg/ml Bromophenol blue) and boiling at 95 °C for 5 min.

Samples were loaded on 12% Mini-Protean TGX Gel (456–1095, Bio-Rad) in a Mini-Protean Tetra System (Bio-Rad). Gels were transferred semi-dry to nitrocellulose membranes using the Trans-Blot Turbo system (Bio-Rad) and visualized in a Fusion FX chemiluminescence system.

### RNAseq

RNA extraction from cryopreserved cells was performed with the RNeasy Kit (Qiagen) with on-column DNase treatment and elution in H2O. After RNA isolation, RNA integrity number (RIN) was measured using the Agilent 2100 Bioanalyzer system. RNAs with a RIN value > 7 were selected for mRNA sequencing (poly-A selected). The libraries were prepared using the TruSeq stranded mRNA Sample Preparation kit (Illumina), following the kit’s instructions. After a final QC, the libraries were sequenced in paired-end mode (2 × 100 bases) on the Novaseq6000 sequencer (Illumina) with a depth of ≥ 10 Million reads per sample.

Reads were aligned to the human genome (hg19) using the STAR (v 2.4.2a)^114^and were counted using HTSeq v0.6.0^115^.

### RNA-seq analysis

#### Differential gene expression analysis

DESeq2 v1.34.0 was used for differential gene expression analyses.

For each *MEIS1* and *MEIS2*, 6 CRISPR-KO (KO) and 6 CRISPR-activation (overexpression, OE) datasets were derived as well as the corresponding control datasets using non-targeting guide RNA (6 ctrl-KO and 6 ctrl-OE). The latter were used for correction of non-specific effects by experimental stress due to vector transfection and CRISPR-system activity.

To identify the regulated genes, we employed a contrast matrix in DESeq2 which subtracted the KO effect from the OE effect. This approach enabled us to discern effects that were consistent in upregulated and downregulated conditions, while filtering out genes that merely responded to experimental stress. Concretely, DESeq2 fitted and thus normalized the read counts separately in each of the six different treatments, MEIS1-OE, MEIS1-KO, MEIS2-OE, MEIS2-KO, ctrl-OE, and ctrl-KO. The regulatory effects of MEIS1 were then estimated by using a contrast that stated (MEIS1-OE – ctrl-OE) – (MEIS1-KO – ctrl-KO); the regulatory effects of MEIS2 were estimated accordingly. By including count data from both OE and KO to estimate the dispersion using DESeq2, we were able to correct the overall expression changes caused by the CRISPR-knockout or CRISPR-activation systems alone, and thereby reduce false positives due to treatment effects. The shrunken logFC was reported using the adaptive shrinkage estimator ashr v2.2–54. In total, 19,689 out of 28,516 genes were included in the analysis with at least 10 counts across all samples. The results are listed in Supplementary Table S2 and were used for subsequent analyses. Therefore, the resulting fold-change for each gene represents the additive effect of overexpression and KO after controlling for non-specific effects.

Bootstrap methods were employed to assess the expected overlap under the assumption that MEIS1 and MEIS2 share the same downstream genes. Resampling was conducted for each of the six treatment conditions (MEIS1-OE, MEIS1-KO, MEIS2-OE, MEIS2-KO, ctrl-OE, ctrl-KO), and each condition in a bootstrapped sample was constrained to include at least three unique samples. For each bootstrapped sample, differential gene expression analysis was then performed as described above.

The overlap of Differentially Expressed Genes (DEGs) among MEIS1 bootstrapped samples, or among MEIS2 bootstrapped samples was quantified using the Jaccard index J(A, B) = |A ∩ B| / |A ∪ B|, where A and B represent the DEG sets derived from two bootstrap samples. Confidence intervals were estimated using the basic bootstrap interval.

Jaccard indices of expected and observed DEG overlap were then compared using one-sample Z-score tests, based on the normal approximation of the bootstrap variance^116^. The observed-to-expected ratio was computed by dividing the observed Jaccard Index (J) by the mean J of MEIS1 and MEIS2. Results are reported in Table 1.

The transcriptome-wide correlation between MEIS1 and MEIS2 downstream genes was assessed by calculating Pearson’s product-moment correlation coefficient between the Z-scores of differentially expressed genes (DEGs). The confidence interval was estimated by 100 bootstrap sampling. To identify shared and specific downstream genes, the finite mixture of regression models were employed using the flexmix v2.3–18 package. The number of components in the analysis was determined based on the maximum likelihood solution.

The scatterplots in this study were visualized using a smoothed density color representation in R package graphics. The top 100 data points in the low-density regions were also superimposed on the density image.

### Off-target analysis

We used the CRISPOR^39^ web tool (http://crispor.gi.ucsc.edu/, v4.99) to determine potential off-target sites for each of the four guides used in CRISPR/Cas9 mediated KO, and filtered for sites with CFD > 0.1 and intronic or exonic location. The resulting potential off-target genes were then analyzed for differential expression in our RNA-seq data.

### Gene ontology analysis

Gene Ontology (GO) term enrichment was performed using topGO v2.46.0 with the “classic” algorithm and “fisher” statistic at cutoff FDR 0.05 on Gene Ontology Biological Process (GO BP). Pruned significant GO BP terms with gene set size larger than 20 are shown in Fig. 3. Terms are ordered according to hierarchical cluster Ward.D2 criterion (Murtagh & Legendre, 2014). GO terms were pruned from level 4 of the BP hierarchical structure, retaining only the most significant terms when overlapping genes were identical in each branch. Cross-branch redundancy was removed using Wang’s semantic similarity measures in GOSemSim v2.20.0 with a cutoff at 0.7.

### Chromatin immunoprecipitation

Two batches of human neural stem cells (hNSC) were processed in parallel.

Nuclei were isolated by dissociating cells with Accutase (Sigma A6964) and washing with DPBS. Samples were henceforth processed with the truChIP™ Chromatin Shearing Kit (Covaris, PN 520154) according to the manufacturer’s protocol (010179 Rev K, July 2017). Isolated nuclei were sonicated in a Covaris E220 Focused-Ultrasonicator in milliTUBE–1 mL with AFA Fiber, using nuclei from 30 Mio cells per tube with 5% peak intensity power, 140 W, 200 cycles per burst for 2 min. Shearing efficiency was verified by gel electrophoresis. DNA concentration of the sheared chromatin was quantified using Quant-iT™ PicoGreen (Thermo Fisher Scientific, P7589) on a Cytation 3 microplate reader (Biotek).

Sheared chromatin was adjusted to dilution buffer (final concentration 20 mM Tris-Cl, 150 mM NaCl, 10 mM EDTA, 0.1% SDS, 1% Triton X-100, protease inhibitor) in a total volume of 5 ml. Samples were pre-cleared with 10 µl Dynabeads Protein-A beads (Invitrogen ,10001D) per 40 µl chromatin, by rotating for 4 h at 4 °C. Sheared chromatin was then divided, matching 120 µg chromatin per sample. 1.5 µg of anti-MEIS1/2A K830 and 1.5 µg of anti-MEIS1 K844^16^ were added to each sample, incubating for 16 h at 4 °C on a rotator at 30 rpm. 4.1 µl magnetic Dynabeads Protein A beads per sample were washed 3 times in bead blocking solution (0.5% BSA in PBS) and incubated over night on a rotator beside the chromatin samples. Chromatin was centrifuged at 3,000xg for 20 min at 4 °C. Beads were washed 3 times, resuspended in 80 µl (per sample) immunoprecipitation (IP) buffer (50 mM Tris-Cl pH7.5, 150 mM NaCl, 5 mM EDTA, 1% Triton X-100, 0.5% IGEPAL^®^ CA-630) containing protease inhibitor and divided into single tubes. Supernatant from immunoprecipitated chromatin was added to beads, and rotated for 4 h at 4 °C. At 4 °C, beads were then washed 6x in IP Buffer or 5x in IP Buffer & 3x in IP Buffer + 250 mM LiCl (all without inhibitors), and 1x TE buffer pH 8.0. Samples were eluted from beads in 200 µl bead elution buffer (10% SDS, 100 mM NaHCO_3_) for 30 min while shaking at room temperature. The supernatant was mixed with 8 µl 5 M NaCl and de-crosslinked at 65 °C over night. 4 µl RNase A (10 µg/µl) were added and samples incubated for 30 min at 37 °C. Protein was digested by adding 4 µl EDTA, 8 µl 1 M Tris-Cl and 4 µl proteinase K (10 µg/µl) and incubating at 55 °C for 2 h. DNA was then purified using the MinElute PCR purification kit (Qiagen, 28004), with 1 ml Buffer PB and 50 µl 3 M NaOAc (pH 5.2). DNA was quantified using PicoGreen.

Illumina sequencing libraries were generated using the NEBNext Ultra II Library Prep Kit for Illumina (E7645) with NEBNext Multiplex Oligos for Illumina (Dual Index Set1, E7600) according to the manufacturer’s protocol. Size selection was performed after PCR using AMPure XP beads (Beckman Coulter). Due to the high number of large fragments > 1000 bp remaining, additional size selection was performed using a Pippin Prep (Sage Science), using a 2% cassette with size window set to 300–750 bp. Samples were sequenced 36 bp paired-end on an Illumina NextSeq550.

### ChIP-seq analysis

Adapters were trimmed from raw reads using cutadapt (v1.16), without quality-based trimming. Reads were mapped to the human genome assembly GRCh37 (hg19) using bowtie2 (v2.3.0) and samtools (v1.2) at a cutoff of mapq > = 30. PCR duplicates were removed with Picard tools (v 2.15.0). Peaks called by MACS2 in paired-end mode with a P-value cut-off of 0.01 were used as input for IDR analysis^117^ (v.2.0.3), which was used to determine reproducible peaks between the two replicates.

HOMER^49^ (v4.10.4) was used for de-novo motif analysis and enrichment of known motifs with default settings, in 500 bp windows centered on peak summits.

BETA plus^56^ was used to associate MEIS1 target genes (all DEG at FDR < 0.05 and FC > 1.5) with MEIS binding sites at a maximum TSS distance of 1 Mb. To predict the activating and repressive function of MEIS1, and for motif analysis in binding sites associated with MEIS1 target genes, we used all DEG with an FDR cutoff of 0.05.

Pileups used in Fig. 5& Supplementary Figure S6 were generated using the Integrative Genomics Viewer v2.18.4^118^.

## Recources

CRISPR guide sequences.

**Table:** 

guide ID	sgRNA sequence
CRISPRa-MEIS1-g2	TGTGTGTTGCACAGGCGGAG
CRISPRa-MEIS2-g8	GAGTGAGTGTCAGTAGGTGT
hsnt-1	ACGGAGGCTAAGCGTCGCAA
CRISPRKO-MEIS1-g2	GGTGGCCACACGTCACACAG
CRISPRKO-MEIS1-g3	AAAAAGCGTCACAAAAAGCG
CRISPRKO-MEIS2-g2	CCCACTCAGCAGGCACCCCA
CRISPRKO-MEIS2-g5	GTTCTGATGTCAGGATACCA

Plasmid vectors.

**Table:** 

Plasmid name	Source	Identifier
lentiCRISPRv2	Feng Zhang / Addgene	Cat# 52,961
lenti sgRNA(MS2)_puro optimized backbone	Feng Zhang / Addgene	Cat#73,797
lentiMPH v2	Feng Zhang / Addgene	Cat#89,308
lenti dCAS-VP64_Blast	Feng Zhang / Addgene	Cat#61,425
psPAX2	Didier Trono / Addgene	Cat#12,260
pMD2.G	Didier Trono / Addgene	Cat#12,259
pCW57-MCS1-2 A-MCS2	Adam Karpf / Addgene	Cat#71,782

Antibodies.

**Table:** 

Name	Source	Identifier	Application
Anti-MEIS1	Abcam	ab19687	Western blot
Anti-MEIS1	Azcoitia et al., 2005		ChIP-seq
Anti-MEISA	Azcoitia et al., 2005		ChIP-seq, western blot
Anti-MEIS2 AB1	Azcoitia et al., 2005		western blot
Anti-MEIS2 AB2	Sigma-Aldrich	WH0004212M1	Western blot
Anti-GAPDH	Sigma-Aldrich	G8795	Western blot
Anti-β-actin	Abeomics	11–13002	Western blot
HRP anti-rabbit	BioLegend	406,401	Western blot
HRP anti-mouse	Jackson ImmunoResearch	115-036-062	Western blot

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

ChIP-seq and RNA-seq datasets generated in this study are available from the NCBI Gene Expression Omnibus under the accession numbers GSE271673 and GSE271674. Processed data is available within the paper and its Supplementary Information.

# Supplementary material for: RLS-associated MEIS transcription factors control distinct processes in human neural stem cells
**Source:** Sci Rep. 2024 Nov 22;14:28986. doi: 10.1038/s41598-024-80266-9
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplementary information

## **Title: RLS-associated MEIS transcription factors control distinct processes in human neural stem cells**

Authors and Affiliations: Volker Kittke<sup>1,2,3,‡,\*</sup>, Chen Zhao<sup>1,2,‡</sup>, Daniel D. Lam<sup>1,2,4</sup>, Philip Harrer<sup>1,2</sup>, Wojciech Krezel<sup>5</sup>, Barbara Schormair<sup>1,2,3,†,\*</sup>, Konrad Oexle<sup>1,2,†,\*</sup>, Juliane Winkelmann<sup>1,2,3,6,†,\*</sup>

<sup>4</sup> (current address) Global Computational Biology & Digital Sciences, Boehringer Ingelheim Pharma GmbH & Co. KG, Biberach an der Riß, Germany

<sup>6</sup> Munich Cluster for Systems Neurology, SyNergy, Munich, Germany

‡ These authors contributed equally to this work

† These authors jointly supervised this work

## Supplementary Tables

### **Supplementary Table S1 (.xlsx)**

Differential Gene Expression Analysis - individual conditions

### **Supplementary Table S2 (.xlsx)**

Differential Gene Expression Analysis - Contrast Model

### **Supplementary Table S3 (.xlsx)**

Potential off-target sites for CRISPR/Cas9-KO guides

### **Supplementary Table S4 (.xlsx)**

Gene Ontology Analysis of MEIS1 and MEIS2 target genes

### **Supplementary Table S5 (.xlsx)**

MEIS ChIP-seq peaks in hNSC

### **Supplementary Table S6 (.xlsx)**

Direct target gene predictions

## Supplementary Figures

### **Supplementary Figure S1**

hNSC at the time of RNA/protein isolation.

### **Supplementary Figure S2**

Protein expression changes of MEIS1 and MEIS2 after CRISPR treatment in hNSC

### **Supplementary Figure S3:**

Gene expression changes by MEIS1 and MEIS2 are correlated

### **Supplementary Figure S4**

GO terms regulated by both MEIS1 and MEIS2

### **Supplementary Figure S5:**

Binding sites of MEIS1/2 in hNSC

### **Supplementary Figure S6:**

MEIS1 Transcription factors directly regulate *MEIS1* and *MEIS2* genes

### **Supplementary Figure S7**

Uncropped western blots

MEIS1-OE

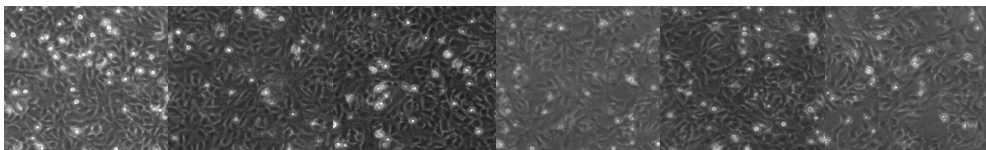

MEIS2-OE

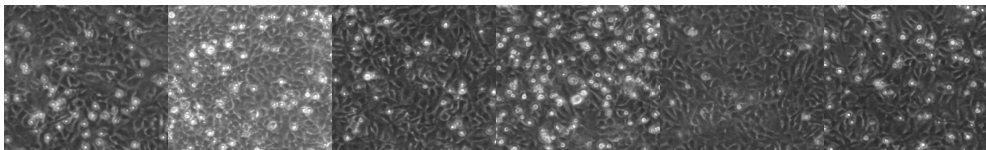

ctrl-OE

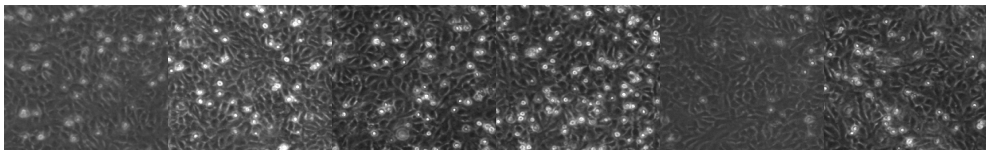

MEIS1-KO

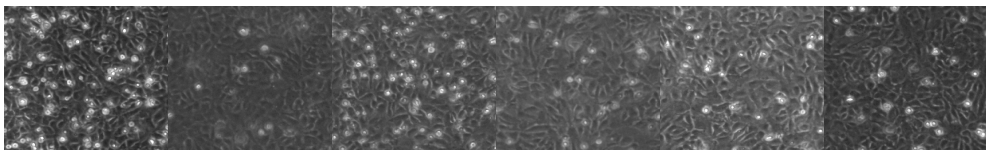

MEIS2-KO

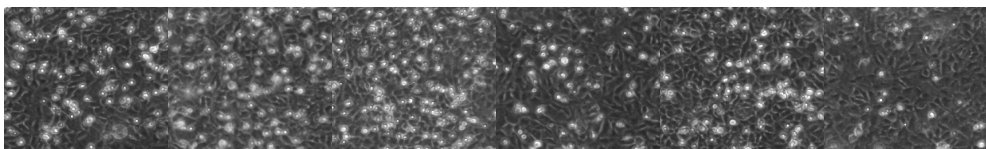

ctrl-KO

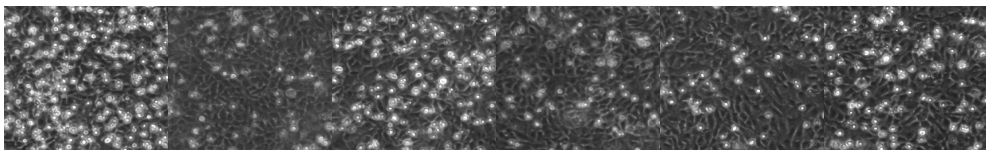

  
100  $\mu$ m

**Supplementary Fig S1: hNSC at the time of RNA/protein isolation.** Light microscopy images off all samples. Images were recorded 48 h after infection. Images were recorded on an Evos FL digital inverted microscope (Life Technologies) using a 4x objective.

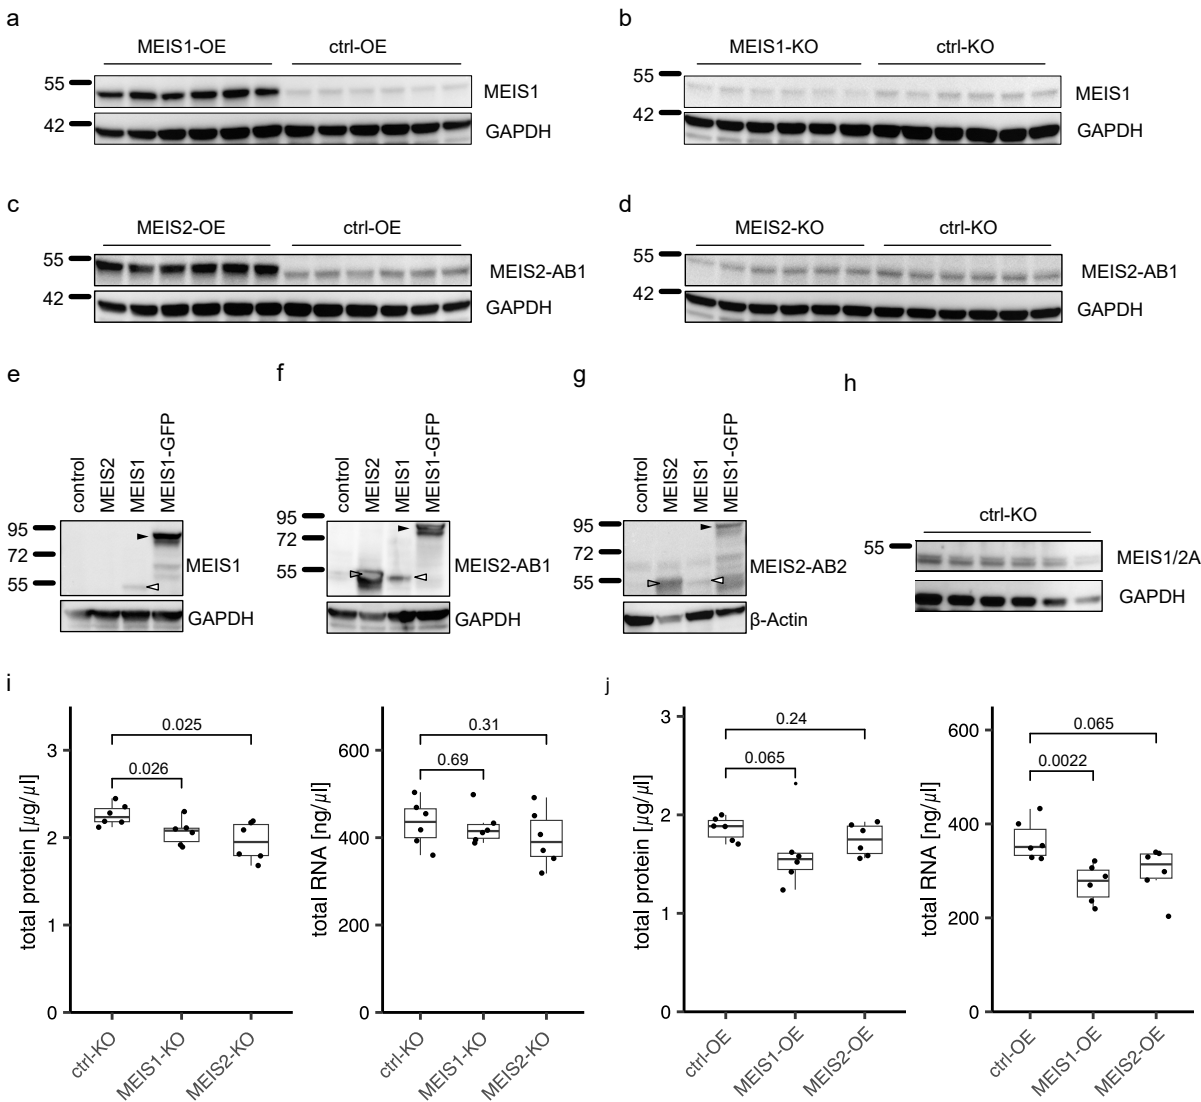

**Supplementary Figure S2: Protein expression changes of MEIS1 and MEIS2 after CRISPR treatment in hNSC.** **a,b**, MEIS1 protein expression after MEIS1-OE and MEIS1-KO. **c,d**, MEIS2 protein expression after MEIS2-OE and MEIS2-KO. **e-g**, overexpression of MEIS1, MEIS2 and MEIS1-GFP fusion protein in HEK293T cells. Black arrowheads indicate MEIS1-GFP, white arrowheads indicate MEIS1A, grey arrowheads indicate MEIS2A. **h**, detection of MEIS1A and MEIS2A isoforms using anti-MEIS1/2A antibody. **i,j**, total protein and total RNA concentrations isolated for each sample. Conditions are compared against respective controls by Wilcoxon rank sum test, nominal P-values are given for each comparison.

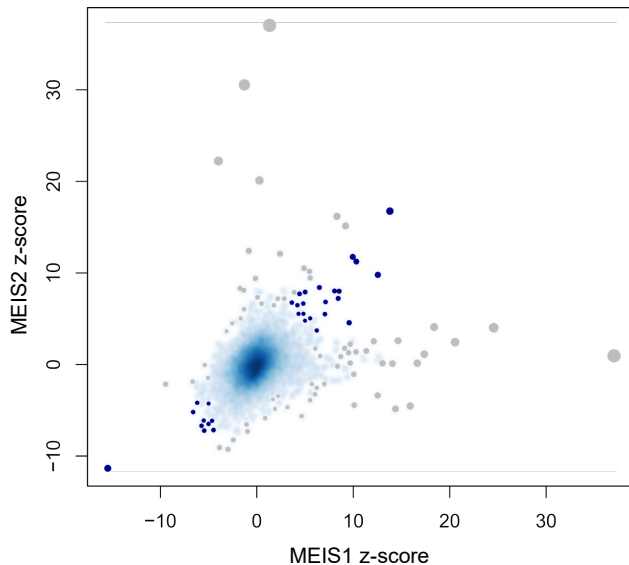

**Supplementary Figure S3: Gene expression changes by MEIS1 and MEIS2 are correlated.** Z-score smooth scatter plot of MEIS1 and MEIS2 target genes. The x-axis and y-axis represent the Z-scores for the effects on global gene expression by MEIS1 and MEIS2, respectively. Blue and grey dots that are superimposed with the density image represent differential expressed genes that clustered into the middle and extreme slopes in linear mixture model.

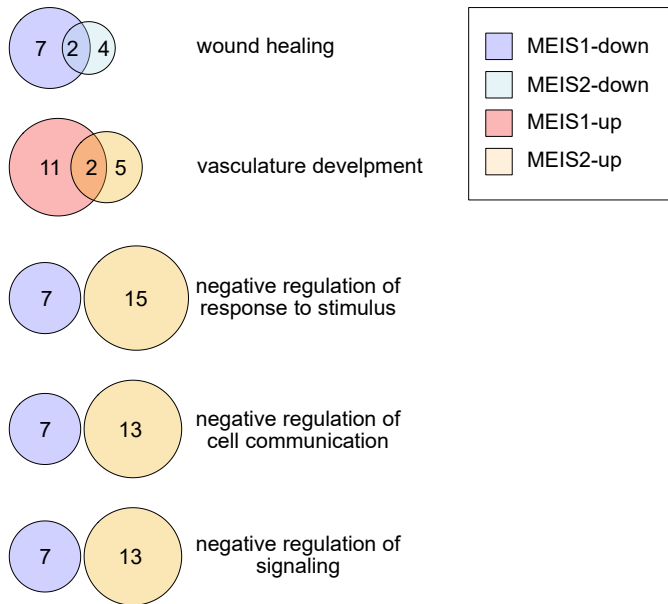

**Supplementary Figure S4: GO terms regulated by both MEIS1 and MEIS2.** Venn diagram indicates overlap between MEIS1 and MEIS2 target genes in each gene set, that was significantly enriched for both MEIS1 and MEIS2 targets.

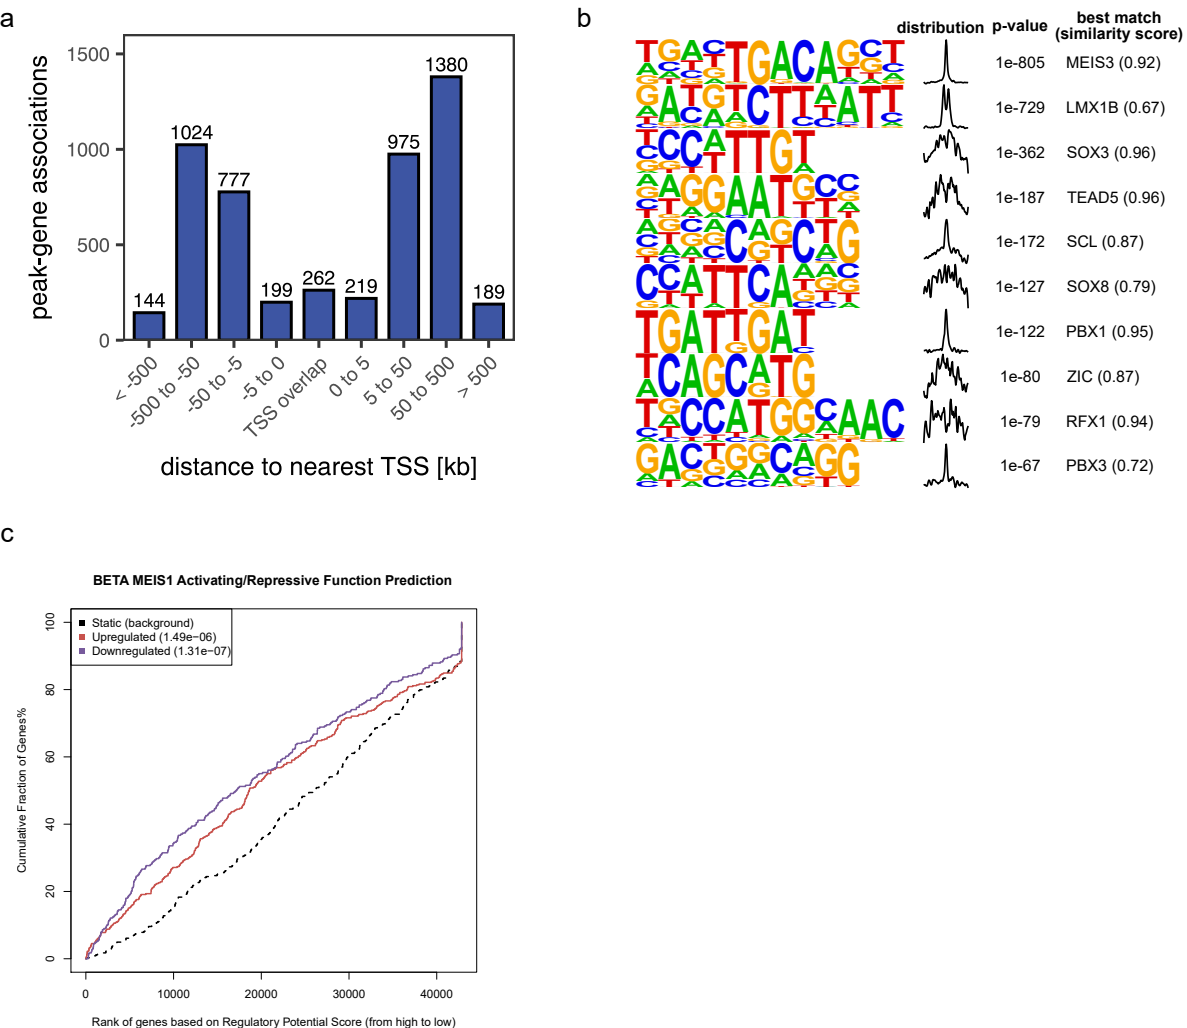

**Supplementary Figure S5: Binding sites of MEIS1/2 in hNSC.** **a**, MEIS1 peak distribution relative to the nearest TSS. **b**, Top de-novo enriched motifs within MEIS1 peaks, determined by HOMER. Distribution of motif occurrences across all peaks relative to peak centers **c**, BETA activating/repressive function prediction. The red and the purple lines represent the upregulated and downregulated genes, respectively. The dashed line indicates the non-differentially expressed genes as background. Genes are cumulated by the rank on the basis of the regulatory potential score from high to low. P values that represent the significance of the UP or DOWN group distributions are compared with the NON group by the Kolmogorov-Smirnov test.

a

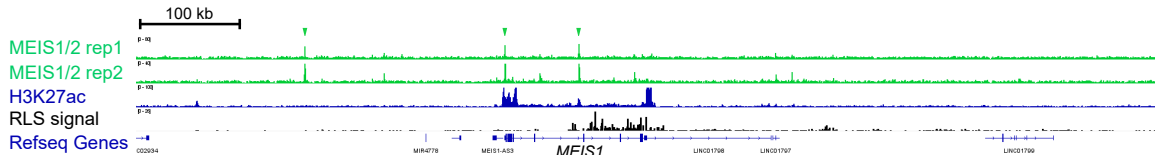

b

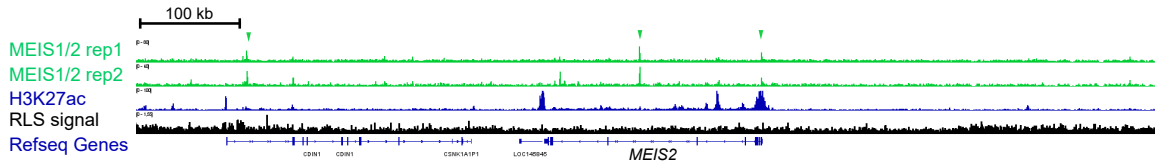

**Supplementary Figure S6: MEIS1 Transcription factors directly regulate *MEIS1* and *MEIS2* genes.** Binding landscape of MEIS1/2 around **a**, *MEIS1* and **b**, *MEIS2*. H3K27-acetylation data was previously generated in ESC-derived hNSC<sup>[60]</sup>. RLS SNP association shows Z-scores of GWAS summary statistics for each SNP<sup>[4]</sup>. Arrowheads indicate called MEIS1/2 peaks.

Fig. 1d & Supplementary Fig. 1a  
anti-MEIS1 (ab19867)

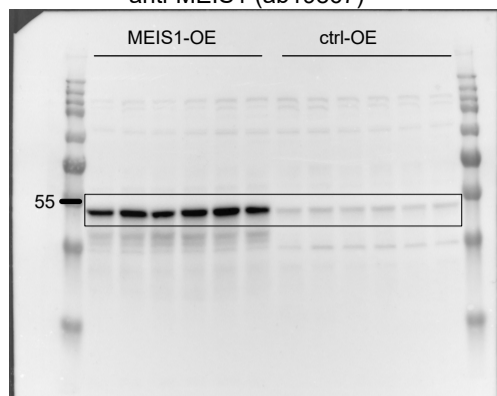

Fig. 1d & Supplementary Fig. 1b  
anti-MEIS1 (ab19867)

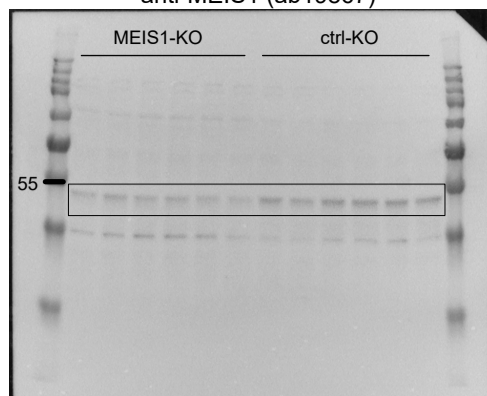

Fig. 1d & Supplementary Fig. 1a  
anti-GAPDH

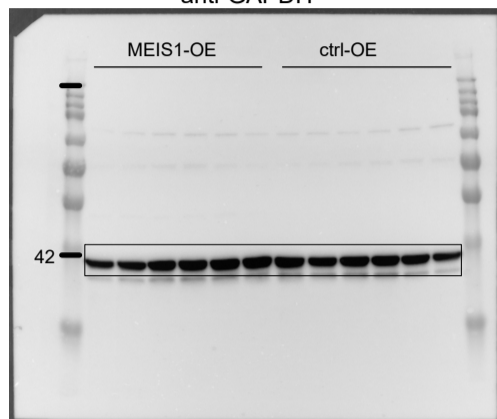

Fig. 1d & Supplementary Fig. 1b  
anti-GAPDH

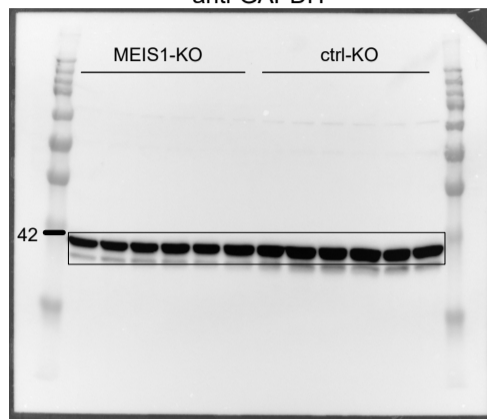

Fig. 1d & Supplementary Fig. 2c  
anti-MEIS2-AB1

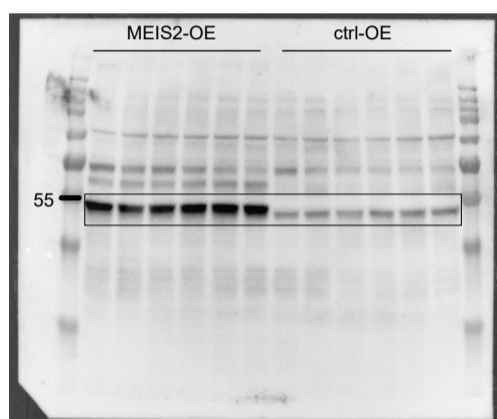

Fig. 1d & Supplementary Fig. 2d  
anti-MEIS2-AB1

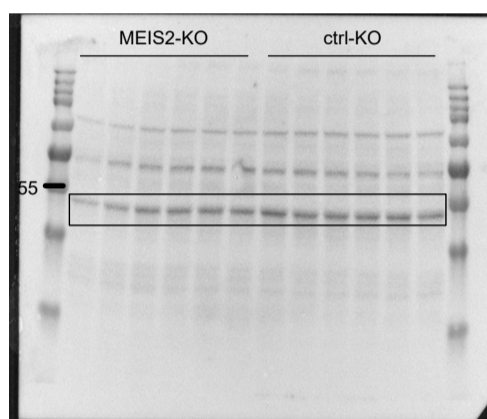

Fig. 1d & Supplementary Fig. 2d  
anti-GAPDH

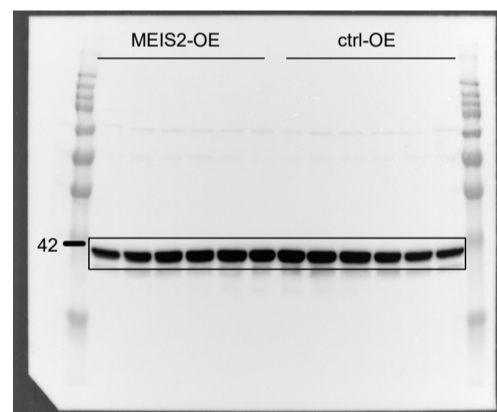

Fig. 1d & Supplementary Fig. 2d  
anti-GAPDH

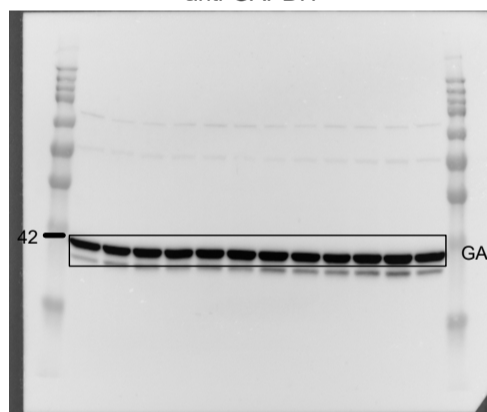

Supplementary Fig. 2e  
anti-MEIS1 (ab19867)

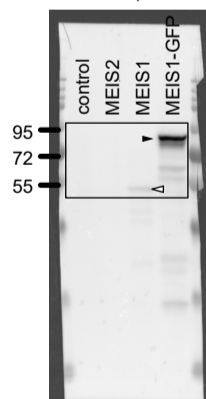

Supplementary Fig. 2f  
anti-MEIS2-AB1

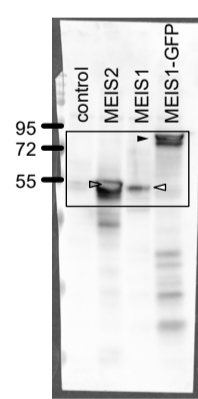

Supplementary Fig. 2g  
anti-MEIS2-AB2

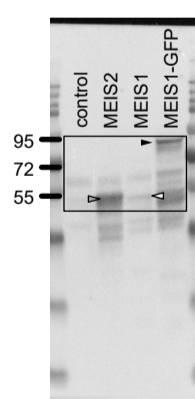

Supplementary Fig. 2h  
anti-MEIS1/2A  
GAPDH

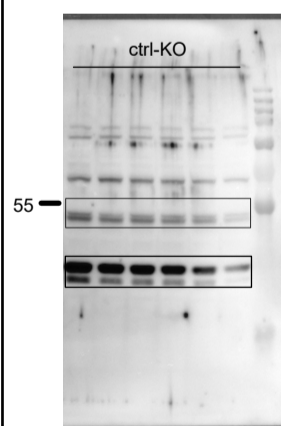

Supplementary Fig. 2e  
anti-GAPDH

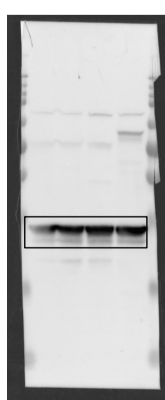

Supplementary Fig. 2f  
anti-GAPDH

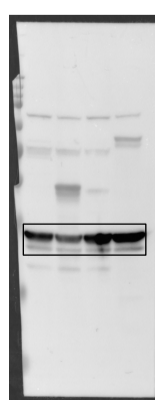

Supplementary Fig. 2g  
anti-β-Actin

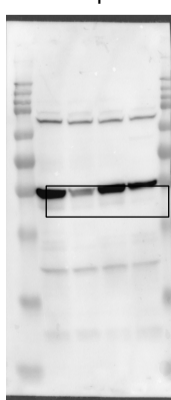

## Supplementary Figure S7: Uncropped western blots

ProSieve™ QuadColor™ Protein Marker band sizes [kDa]: 315, 250, 180, 140, 95, 72, 55, 42, 26, 17

How the deposited data were processed for this re-analysis (not part of the article)

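RNA-seq was performed by the authors on human neural stem cells in 6 conditions (MEIS1-OE, MEIS2-OE, ctrl-OE, MEIS1-KO, MEIS2-KO and ctrl-KO) with 6 libraries each, 48 h after transduction. Poly-A RNA was turned into stranded libraries and sequenced from both ends with reads of 100 bases, the reads were aligned to hg19 with STAR 2.4.2a, and reads on genes were counted with HTSeq 0.6.0. As deposited by the authors, the counts are raw numbers of reads that HTSeq assigned to each gene, without normalization. The table holds 28516 gene symbols and 36 libraries, and every column was assigned to a condition and replicate by its label. The totals per library, with a median of 20324720, are the depth behind all values. The spread between libraries exceeded counting error, and the biological coefficient of variation estimated by edgeR was 0.0915.

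Genes with at least 10 counts summed over all libraries were tested (19689 genes). TMM normalization, dispersion estimates and quasi-likelihood F tests were computed with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) in one fit of 6 groups, with the default prior count of 0.125 for fold changes. Standard errors are the log2 fold change divided by the square root of the F statistic. The tests are two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes of a comparison. The comparisons were each overexpression and knockout against its control, ctrl-OE against ctrl-KO, the MEIS1 and the MEIS2 contrast (overexpression effect minus knockout effect) and the direct contrast of MEIS1 against MEIS2, in which the controls cancel. Calls required an adjusted p under 0.05 and, except for the direct contrast and the off-target list, an absolute log2 fold change above 0.58. The procedure was tested on simulated data with 200 changed genes, of which edgeR recovered 196 with 3 false calls and DESeq2 recovered 195 with 0 false calls. The changed genes were drawn from genes with higher counts, and each had a log2 fold change of size 1 in MEIS1-OE. All genes were drawn independently. The test therefore does not cover genes with few counts or variation that genes share within a library.

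Overlaps were tested by Fisher's exact test over the tested genes. The expected Jaccard index came from 100 bootstrap draws of libraries, with at least 3 different libraries per condition, and from 10 splits into disjoint sets of 3 replicate numbers each. Distances between conditions used log2 CPM with a prior count of 2 over the 500 most variable genes, with exact permutation over the 924 splits of 12 libraries. Guide matches and gene positions were read from GRCh37 and a GENCODE annotation lifted to it. A position was found for 17126 tested genes (87.0%), 1261 of them through an older symbol, and the rest were left out of tests that need a position. Lists of neighbours were compared with 10000 random gene lists matched on expression in 40 bins. A list of 36 p53 target genes was written from general knowledge before its values were looked up. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

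The genes named are those that the paper's text or Fig. 2a names for their expression, the 3 with the smallest p in each direction of the MEIS1 and MEIS2 contrasts, and called off-target genes. Results for some of these genes are not reported here. The genes listed under terms, the genes with guide matches and RASGRP2 were named after their values were seen.

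The alternatives were size factors of the RLE type, the genes kept by filterByExpr or no filter on low counts, a prior count of 2, replicate number as a block, only the groups compared, each replicate number left out in turn, and DESeq2 1.42.0 with fold changes shrunken by ashr 2.2.63 or unshrunken. Disjoint control libraries, adjusted p alone, disjoint sets of libraries, other gene sets for distances and correlation, other seed lengths and other windows were tried where they apply. Disjoint control libraries for the agreement in sign between the knockouts and between the paralogs were added after the data were seen. Libraries with the same replicate number deviated together only weakly over all tested genes. The mean correlation of deviations was 0.0361 for them, with 16 of 90 pairs above 0.1 and a highest mean of 0.127 for number 6, and -0.00732 for others. Deviations cancel within a condition, so the value for others largely follows from the first and is no separate comparison. For this weak correlation, the number was not a block in the fit reported, and the block was an alternative. With the block, more genes passed an adjusted p under 0.05 in every comparison, such as 458 in place of 287 for MEIS1-KO. A joint effect of the replicate number is therefore not excluded.

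The ChIP-seq data and western blots of the paper were not used here. The gene set enrichment was not repeated, and only the genes behind the terms listed were looked up. UMAP was replaced by distances, since it has no test.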

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

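The tests per library of the p53 target list were chosen only after the list's median fold changes were seen. The test of knockout against overexpression was also chosen after a first one, which permuted the values with the effects left in and in which the MEIS1 difference did not pass, had been seen.

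Some libraries lay far from the other libraries of their condition. In 48 groups of 6 values, the gap between the outermost library and its neighbour exceeded Dixon's 95% critical share of the group's range in 5, where about 2.4 would be so by chance (1 in 20). The total counts of MEIS1-KO replicate 1 were 17227052, with the nearest at 19547314, and those of MEIS2-KO replicate 1 were 15429985, with the nearest at 20591590. MEIS1 mRNA in ctrl-OE replicate 3 was 15.7 CPM against 18.0 in the nearest library, and MEIS2 mRNA in MEIS1-OE replicate 3 was 26.1 CPM against 22.2. PPP1R1B in MEIS1-KO replicate 3 had 0.105 CPM, which is 2 counts, where the other libraries of MEIS1-KO had 0. A lower depth of these knockout libraries could have reduced or added calls. Without replicate 1 of every condition, MEIS1-KO had 49 differentially expressed genes in place of 57 and MEIS2-KO 259 in place of 312. Over the 6 fits without one replicate number, the counts ranged from 26 to 64 for MEIS1-KO and from 189 to 330 for MEIS2-KO. An effect of depth can therefore not be told apart from the loss of any replicate number. Without replicate 3, the log2 fold change of MEIS1 in MEIS1-OE was 4.09 in place of 4.12, and that of MEIS2 in MEIS1-OE was -0.10 (adjusted p = 0.218) in place of -0.02. Over the alternatives, that adjusted p ranged from 0.218 to 0.987. No biological explanation was tested.

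The effects of MEIS1 and MEIS2 differed from each other. In the direct contrast, 906 genes had an adjusted p under 0.05, 519 with the higher and 387 with the lower effect for MEIS1. Of 100 splits of the libraries, 1 gave as many genes, the real one, and the highest count in another split was 474. Control libraries shared between the paralogs cancel in this contrast. The number depends on the libraries: it was 467 without replicate 1, 592 without replicate 2, 1681 without replicate 3, 433 without replicate 4 and 442 without replicate 5. Activity of the activation guides at other promoters remains open, and so does a difference between the transcription factors, which was not tested apart from it. The levels reached also differed, with MEIS1 at 310.2 CPM in MEIS1-OE and MEIS2 at 824 CPM in MEIS2-OE. The direct contrast does not separate this difference in level from the others.

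The list of 36 p53 target genes, which the paper does not analyse, rose in both knockouts. All 36 genes had at least 1 CPM, with a median of 73.8 CPM, and 2 of them are in MEIS2-DreG. The mean log2 CPM of the list was 0.227 higher in MEIS1-KO than in ctrl-KO and 0.288 higher in MEIS2-KO, and it was 0.126 higher in MEIS1-OE than in ctrl-OE. In each of these, all 6 libraries exceeded all controls (exact permutation test, two-sided, p = 0.00216, the smallest possible, and 0.00325 after adjustment over 6 tests). Leaving out one replicate number at a time gave 0.209 to 0.238 for MEIS1-KO. In MEIS2-OE the difference was 0.0345 (exact permutation p = 0.236, with 5 of 6 libraries above the control mean). The MEIS2 effect of knockout exceeded that of overexpression by 0.254 (standard error 0.0351, permutation test within each arm after the mean effect of both arms was removed, two-sided, p = 2.3e-06, the smallest possible, adjusted 1.4e-05), and for MEIS1 the excess was 0.102 (standard error 0.0386, permutation p = 0.0134, adjusted 0.0161), with 0.0733 to 0.128 when one replicate number was left out. An opposite response of the list to loss and gain of MEIS1 is argued against by the rise of 0.126 in MEIS1-OE. For MEIS2 it remains open: the list's median in MEIS2-OE lay at percentile 99.65 of random lists in the direction of the knockouts, but the difference per library was within the spread, with 1 of 6 libraries above all controls. The median log2 fold change in MEIS2-OE was 0.0296, and 0.0115 without replicate 4. With DESeq2 and ashr shrinkage, the medians were 0.127 for MEIS1-KO, 0.0354 for MEIS1-OE and 0.00066 for MEIS2-OE, smaller than with edgeR (0.20 and 0.08 for the MEIS1 conditions) and of the same sign. A response to DNA cutting by Cas9 and an effect of losing a MEIS gene cannot be told apart, because the non-targeting guide of ctrl-KO does not cut. The rise of 0.126 in MEIS1-OE, where nothing is cut, shows that cutting is not the only possible source of a rise. Both remain open, as does a general response to the treatments.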

How the results depend on the processing

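The lists matched on gene density, the match by current symbols alone, the medians of the p53 list and the genes called in both knockouts under each alternative, the disjoint control libraries for the agreement in sign, the simulations with shrunken effects, the separation by direction of the tests on genes of 1 paralog and on disjoint sets, and the other orders of guide bases were added after the results were seen. All other alternatives were set before the data were examined, and each was run.

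Of 1812 values under alternatives for 144 results, 269 for the results that answer a comparison stayed on their side of the threshold or within 1.5 times their value or 1 SD, 32 moved further, 5 lost and 1 gained their significance, and none reversed. For single genes and lists, 1470 stayed, 9 became weaker, 6 stronger, 13 moved and 7 reversed. The counts of MEIS1-UreG (at least 158), MEIS2-UreG (54 to 93), MEIS2-OE (69 to 102) and of ctrl-OE against ctrl-KO (3512 to 4391) stayed within 1.5 times their value under all 14 alternatives each, and the number of shared upregulated targets (13 to 24) under 16.

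With DESeq2 and ashr shrinkage, the counts were 36 for MEIS1-DreG, 59 for MEIS2-DreG, 363 in MEIS1-OE, 19 in MEIS1-KO, 89 in MEIS2-KO and 12 for shared downregulated targets. Shrinking draws small and uncertain fold changes below the threshold: with unshrunken DESeq2 fold changes there were 81 MEIS1-DreG and 157 MEIS2-DreG. The correlation of the MEIS1 and MEIS2 effects was 0.334 with both DESeq2 settings in place of 0.48, and the cause was not tested. With disjoint control libraries there were 7 and 8 shared downregulated targets in place of 20, and a correlation of 0.306 with MEIS1 on controls 4 to 6. These fits have 3 control libraries in place of 6.

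Across the 6 fits that each left out one replicate number, counts ranged from 40 (without replicate 5) to 61 (without 6) for MEIS1-DreG, from 59 (5) to 93 (3) for MEIS2-DreG, from 26 (3) to 64 (2) for MEIS1-KO, from 189 (5) to 330 (3) for MEIS2-KO, from 433 (4) to 1681 (3) for the direct contrast, from 5 (5) to 10 (6) for off-target genes and from 10 (3) to 20 (4) for shared downregulated targets. Each of these fits has 1 library less per condition. Why the direct contrast gained genes without replicate 3 was not tested, and no fit left out MEIS1-OE replicate 3 alone. That library lay apart from the other MEIS1-OE libraries. Its pairs had a chi-square per degree of freedom of 19.5 to 28.8, and the other MEIS1-OE pairs had at most 6.79. For MEIS1-KO replicate 6 it was 11.8 to 36.0, and at most 14.2 in the other MEIS1-KO pairs. Without replicate 6 the direct contrast had 1235 genes. With the replicate number as a replicate block, the counts were 226 MEIS1-UreG, 73 MEIS1-DreG, 86 MEIS2-UreG and 155 MEIS2-DreG, with 21 shared upregulated and 25 shared downregulated targets and 1085 genes in the direct contrast.

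The expected Jaccard index from disjoint sets of libraries was 0.465 for MEIS2-UreG in place of 0.279, 0.134 for MEIS1-DreG in place of 0.204, 0.155 for MEIS2-DreG in place of 0.254 and 0.348 for all MEIS2 targets in place of 0.262. At adjusted p alone it was 0.274 for MEIS1-DreG. These sets have 3 libraries per condition, and the cause was not tested further.

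The distance of MEIS1-KO from ctrl-KO was 28.2 over all tested genes (exact permutation p = 0.0996) and 12.6 with a prior count of 0.5 (p = 0.180). That between MEIS1-KO and MEIS2-KO was 13.0 over 2000 genes (exact permutation p = 0.145), 25.4 over all tested genes (p = 0.275) and 12.2 with a prior count of 0.5 (p = 0.383). The cause was not tested. The other 5 distances kept p under 0.05 in all 3 alternatives. For MEIS2-OE, the 2 neighbouring pairs had a permutation p of 0.0172 against random lists also matched on gene density.

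Leaving out one replicate number reversed 6 genes in a contrast in which they did not pass the threshold. In the MEIS1 contrast the ranges were -0.087 to 0.036 for CDK14 (positive without replicate 4), -0.020 to 0.10 for RASSF8 (negative without 6), -0.60 to 1.45 for PLCH2 (negative without 6) and -0.16 to 0.77 for SMOC1 (negative without 3, and -0.04 without 5). In the MEIS2 contrast they were -0.025 to 0.046 for NRBP1 (negative without 4) and -0.12 to 1.29 for PPP1R1B (negative without 4). CDKN2C did not pass in the MEIS1 contrast without replicate 4 (adjusted p = 0.0640, in a range from 5.96e-04 to 0.0640 over the alternatives).

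As for other splits of the libraries, 1 of 100, the real one, gave as many MEIS1-UreG, MEIS1-DreG, MEIS2-UreG or MEIS2-DreG genes, as many calls in MEIS1-OE, MEIS1-KO, MEIS2-OE or MEIS2-KO, as many between ctrl-OE and ctrl-KO and as many in the direct contrast. A split and its mirror, which swaps up and down, count as one, so for the target lists the larger direction of another split was taken. The highest counts in another split were 62 for MEIS1 and 36 for MEIS2 in the larger direction, 309 in MEIS1-OE, 11 in MEIS1-KO, 89 in MEIS2-OE, 18 in MEIS2-KO and 2260 between the controls, so that MEIS1-DreG (65) and MEIS2-OE (98) lay closest to another split. The depth limits results for PPP1R1B and PLCH2 in knockout libraries, where both had at most 4 counts.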

Differences from the paper's values

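The spread used for MEIS1 mRNA and the separation by direction of the disjoint sets of libraries were chosen after the values were seen. Nothing else was chosen so for these comparisons. The other alternatives named here were set before the data were examined.

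The log2 fold change of MEIS1 in MEIS1-OE was 4.12 against the paper's 4.2. The difference is larger than the standard error (0.07) and within the SD between libraries of both conditions (0.115), which was chosen as the measure of spread after the value was seen.

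There were 65 MEIS1-DreG genes against the paper's 34. The counts came within 1.5 times the paper's with DESeq2 and ashr shrinkage (36), with only the groups compared, and without replicate 1, 4 or 5, and not under the other 9 alternatives. There were 118 MEIS2-DreG genes against the paper's 65. With DESeq2 and ashr shrinkage (59) and without any one of the 6 replicate numbers (59 to 93) the count was within 1.5 times, and it was not under the other 7.

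The odds ratio of the downregulated overlap was 88.3 against the paper's 172.3, and it lay within the interval that the paper prints with its value. It was within 1.5 times or the error with no filter on low counts and without replicate 1, 2, 4 or 5. The same held with DESeq2 and ashr shrinkage (207) and with disjoint controls, MEIS1 on controls 1 to 3 (214). A prior count of 2 gave 94.2, with a confidence interval of 50.6 to 170.5 that excludes the paper's value. The remaining alternatives did not close the gap either. Fisher's exact p of this overlap was 1.5e-29 against the paper's 5.6e-20, and 1.9e-22 with DESeq2 and ashr shrinkage. None of the 16 alternatives came within 1.5 times. For the upregulated overlap, the p was 1.3e-19 against the paper's 4.8e-18. It was within 1.5 times with the genes kept by filterByExpr and with DESeq2 and ashr shrinkage (6.3e-18), and not with the other 14 alternatives.

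The expected Jaccard index of MEIS2-UreG was 0.279 against the paper's 0.493, and it lay within the paper's confidence interval. Lists from disjoint sets of libraries gave 0.465, and adjusted p alone, at 0.312, did not close the gap.

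The median adjusted p was 6.98e-04 for MEIS1-UreG against the paper's 2.1e-06, 0.00999 for MEIS1-DreG against the paper's 8.6e-04, 2.10e-04 for MEIS2-UreG against the paper's 1.4e-09 and 0.0141 for MEIS2-DreG against the paper's 5.4e-05. None of the 16 alternatives came within 1.5 times. DESeq2 with ashr shrinkage gave 5.55e-07, 4.05e-04, 6.94e-09 and 1.57e-04.

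The R² of the z-scores was 0.230 against the paper's 0.348. The ratio was within 1.5 with RLE size factors, with filterByExpr, with the replicate block and without replicate 1, 2, 4 or 5, where the highest value was 0.274. The other 10 alternatives did not close the gap: without replicate 3 it was 0.131, and both DESeq2 settings gave 0.112.

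The number of shared downregulated targets was 20, and the paper's is about 11 in Fig. 2b, read by eye. It was within 1.5 times with only the groups compared, without replicate 1, 3, 5 or 6, with DESeq2 and ashr shrinkage (12) and with disjoint controls, MEIS1 on controls 4 to 6 (8). It was not under the other 9 alternatives. The number of targets with opposite directions was 3, and the paper's is about 1 in Fig. 2b, read by eye. Of 14 alternatives, only the fit without replicate 4 gave 1.

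The paper names SMOC1, KIAA1644 and RAPGEF3 as the off-target genes that were differentially expressed, and here 11 genes of the list had an adjusted p under 0.05 in the knockout of their guide's target. With an absolute log2 fold change above 0.58 as well, there were 4 (KIAA1644, PLCH2, RAPGEF3 and SLC4A4), and at the adjusted p alone without replicate 5 there were 5. The paper describes all of its named genes as affected by MEIS1 and by MEIS2. In MEIS1-KO, the adjusted p was 0.281 for SMOC1 and 0.0658 for KIAA1644. SMOC1 passed there with only the groups compared (0.0111), in a range from 0.0111 to 0.462 over the alternatives. KIAA1644 passed with the replicate block (0.041), only the groups compared (0.0361) and both DESeq2 settings (0.0275), in a range up to 0.222.

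Some genes that the paper lists as targets were not called here. KLK8, BDKRB2 and CRHR2 were called for MEIS1 with both DESeq2 settings, APOBR also with filterByExpr, with the replicate block and without replicate 6. ROBO4 was called for MEIS2 with the replicate block, only the groups compared and DESeq2 unshrunken. MPZL2, TMPRSS6, GOLGA6C and GOLGA6D were not called in any of the 14 alternatives.

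The paper describes knockout conditions as more similar than overexpression conditions and overexpression as the stronger manipulation. Here MEIS2-KO had more differentially expressed genes (312) than MEIS2-OE (98), also under each alternative, and over all tested genes lay further from its control (34.1) than MEIS2-OE (29.3). Over the 500 and the 2000 most variable genes (19.1 for MEIS2-OE and 18.1 for MEIS2-KO over 2000) and with a prior count of 0.5 (17.2 and 14.1), the order of the distances was that of the paper. For MEIS1 the order was that of the paper in the number of genes (560 in MEIS1-OE and 57 in MEIS1-KO) and in the distances. For wound healing, Supplementary Fig. S4 gives the numbers of MEIS1 and MEIS2 genes the other way round from Supplementary Table S4, where 6 belong to MEIS1 and 9 to MEIS2.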

Other observations

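The tests of other orders of the guide's bases, of lists matched on gene density, of simulations with shrunken effects, of signs with disjoint control libraries, and the separation by direction of the tests on genes of 1 paralog and on disjoint sets of libraries were chosen only after the results were seen, and so was the reading of the seed matches.

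Genes raised by MEIS1-OE more often had a sequence like the MEIS1 activation guide near their start than other genes. Of 407 raised genes with a position, 12 (2.95%) had at least 10 PAM-proximal bases of the guide next to an NGG within 1000 bp of an annotated start, against 15 of 16717 others (0.0897%, Fisher's exact test, two-sided, odds ratio 33.8, p = 3.5e-13). For at least 8 bases it was 46 (11.3%) against 599 (3.58%), an odds ratio of 3.43 (Fisher's exact p = 2.8e-11). In MEIS1-UreG, 9 of 196 genes (4.59%) had a match of 10 bases and 33 (16.8%) of 8. The odds ratio was 35.1 with a window of 500 bp, 24.8 with 2000 bp, and 35.2 when genes were matched by current symbols alone. The 12 genes were ATP6V1E2, LINC00535, MGAT5B, PAK6, PIANP, PPT2, PPT2-EGFL8 (which share a site), PROK1, RABEP2, RNF39, USP38 and ZNF672. PROK1 had at most 2 counts in every MEIS1-OE library and 0 in ctrl-OE. Matches of 8 bases to the MEIS2 guide were found for 3 of the 407 genes (Fisher's exact p = 0.383), and the MEIS1 guide matched 4 of 110 genes lowered by MEIS1-OE at 8 bases (p = 1) and 4 of 80 genes raised by MEIS2-OE (p = 0.547). Base composition alone is argued against: among 105 orders of the 8 bases, 1, the guide's own, gave an odds ratio as large, and the others had a median of 1.25 and a highest value of 2.44. A candidate explanation for part of MEIS1-UreG is therefore binding of the activation guide at other promoters, which could raise genes independently of MEIS1. PPP1R1B has a match of 9 bases 164 bp from a start, and BAALC and VGLL3 of 8 bases. MEIS2-OE, made with another guide, raised BAALC (log2 fold change 0.87, against 0.92 in MEIS1-OE) and VGLL3 (1.85 against 1.34) as well, so a match to the MEIS1 guide is not needed for their rise. KIF5A, MMP19, STAC2, MDGA1, NTNG1, DACH1, THBS2 and NRXN2 had none of at least 8 bases within 1000 bp. Most raised genes had no match of 8 bases, and regulation by MEIS1 stays open for genes with a match too. For the MEIS2 guide, 1 of 80 genes raised by MEIS2-OE had a match of 8 bases (Fisher's exact p = 1), and with so few genes an effect of the guide cannot be told apart from none.

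Genes raised by MEIS1-OE also lay near each other. There were 64 pairs with starts within 100000 bp, against a mean of 17.9 in 10000 random lists of the same size and expression (95% of lists between 10 and 28, permutation p = 0.0001, the smallest they can give). Within 50000 bp it was 43 pairs against 9.74, and within 200000 bp 100 against 33.3. Gene-dense regions alone are argued against, since random lists also matched on gene density had a mean of 24.1 pairs (permutation p = 0.0001). The result is consistent with activation that spreads to neighbours and with co-regulated gene clusters, which were not separated. For MEIS2-OE there were 2 pairs against 0.709 (permutation p = 0.160), and against 0.206 in lists also matched on gene density (permutation p = 0.0172). With 2 pairs and a p that passes only under the second matching, neighbours raised together cannot be told apart from chance placement.

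Both contrasts use the same control libraries, which correlates their errors. Simulated conditions without any change gave a correlation of 0.496 (0.483 to 0.511 in 20 simulations) over all tested genes from the controls alone, above the observed 0.397, and yet no shared calls. Independent effects of the size estimated by edgeR gave longer lists than observed, with means of 367 and 268 upregulated and 258 and 498 downregulated targets. On average 13.6 upregulated (9 to 24) and 25.2 downregulated targets (17 to 38) were shared, ranges that include the 18 and 20 observed, but these are 2.69 (1.77 to 4.17) and 3.86 times (2.97 to 5.29) what independent lists of that length share, where the observed numbers compare with 0.818 and 0.390. With independent shrunken effects, which gave shorter lists (185 and 64.6 upregulated, 43.5 and 83.5 downregulated), 1.4 upregulated (0 to 4) and 1.25 downregulated targets (0 to 3) were shared. The correlation over called genes was 0.187 (0.167 to 0.204) with the former and 0.173 (0.141 to 0.210) with the latter, against 0.48. All simulations drew genes independently, so these ranges leave out variation that genes share within a library. With disjoint controls the lowest odds ratio was 34.0 for upregulated and 71.8 for downregulated targets, and the lower correlation over all tested genes was 0.134. Shared controls as the whole source of the overlap and the correlation are argued against by the disjoint controls. Shared controls are a likely source of part of the correlation. In 10 splits into disjoint sets of libraries, the mean correlation between paralogs was 0.144 (0.0917 to 0.190). Within MEIS1 it was 0.308 (-0.0801 to 0.490) and within MEIS2 0.509 (0.404 to 0.569). With replicates 1, 4 and 5 in one set, the value within MEIS1 (-0.0801) lay below that between paralogs (0.0917).

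Genes called for 1 paralog only can be genes just past the threshold for one and just short of it for the other. Of all such genes, 60% differed between MEIS1 and MEIS2 in the direct contrast. It was 77.8% of the upregulated and 28.7% of the downregulated. The genes were chosen with the same MEIS libraries that the direct contrast uses, which favours a difference. The share that equal effects would give was not computed, so the 77.8% does not rule out the threshold as a source. The threshold may account for part of the apparent specificity of downregulated targets. The other paralog's contrast had the same sign for 91.1% of the MEIS1-DreG and 86.7% of the MEIS2-DreG genes of this kind, but the shared controls raise these shares: simulations with independent shrunken effects gave 72.7% (61.3% to 82.5%) and 64.9% (52.5% to 78.3%). With disjoint control libraries the observed shares were 72.7% and 65.9% for MEIS1-DreG and 82.8% and 71.7% for MEIS2-DreG. Low power of the direct contrast and a true difference remain open for them.

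The expected Jaccard index could be raised by libraries that are repeated within a bootstrap draw and shared between draws, and the bootstrapped lists were longer than the observed ones. For MEIS1, disjoint sets of libraries gave a mean of 0.317 over all targets (bootstrap 0.294) and 0.354 for upregulated targets (bootstrap 0.370), each with fewer libraries, so this argues against it there. For MEIS1-DreG, disjoint sets gave 0.134 against 0.204 in the bootstrap, so that for downregulated targets a rise of the bootstrap index from shared libraries remains possible, as does an effect of fewer libraries. In the same disjoint sets the index was 0.155 within MEIS2-DreG and 0.0472 between the paralogs, and both indices within a paralog exceeded it in 9 of 10 splits.

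In the knockouts, 287 genes had an adjusted p under 0.05 in MEIS1-KO and 1974 in MEIS2-KO, of which 269 were called in both, all with the same sign and 191 of them raised. The counts depend on single replicates and on the fit. With the replicate block there were 458 genes for MEIS1-KO and 434 called in both, and with both DESeq2 settings 439 and 416. Without replicate 1, 3, 4, 5 or 6 there were 176, 108, 155, 115 and 163 genes for MEIS1-KO and 168, 103, 146, 110 and 144 called in both, and without replicate 1, 2, 4 or 5 there were 1197, 1191, 1266 and 946 for MEIS2-KO. Both knockouts were compared with the same ctrl-KO libraries, whose errors push both fold changes the same way. In simulations with these controls and independent shrunken effects, 62.2% of the genes called in MEIS1-KO had the same sign in MEIS2-KO (51.6% to 71.7%). With the ctrl-KO libraries divided between the knockouts, 80 or 51 genes were called in both, depending on the assignment, all with the same sign, and of the genes called in MEIS1-KO 98.1% or 96.9% had the same sign in MEIS2-KO. Shared controls as the whole source of the agreement are thereby argued against. A response to cutting, to the treatment or to the loss of either MEIS gene was not separated.

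The paper reads motifs of co-factors from ChIP-seq, and the levels of these genes in the RNA-seq libraries were looked up. None of the 39 HOXA to HOXD genes in the table reached 1 CPM on average over the 12 control libraries, where the median of tested genes was 10.5 CPM. The highest were HOXB2 with 0.761 and HOXB3 with 0.154 CPM, and all of them together had 801 counts in the 36 libraries. PBX3 had 55.5 CPM in ctrl-OE and 76.4 in ctrl-KO, SOX2 114 and 300.3, SOX4 105 and 205, SOX3 3.93 and 8.63, TEAD1 169 and 219, FOXP1 25.0 and 44.7, and FOXP2 10.8 and 33.0. LHX3 had 0.0234 and 0.0276 CPM, and FOXD3 had 2 counts in all libraries together.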
